# Sis2 regulates yeast replicative lifespan in a dose-dependent manner

**DOI:** 10.1038/s41467-023-43233-y

**Published:** 2023-11-27

**Authors:** Tolga T. Ölmez, David F. Moreno, Ping Liu, Zane M. Johnson, Madeline M. McGinnis, Benjamin P. Tu, Mark Hochstrasser, Murat Acar

**Keywords:** Single-cell imaging, Ageing, Saccharomyces cerevisiae

## Abstract

Application of microfluidic platforms facilitated high-precision measurements of yeast replicative lifespan (RLS); however, comparative quantification of lifespan across strain libraries has been missing. Here we microfluidically measure the RLS of 307 yeast strains, each deleted for a single gene. Despite previous reports of extended lifespan in these strains, we found that 56% of them did not actually live longer than the wild-type; while the remaining 44% showed extended lifespans, the degree of extension was often different from what was previously reported. Deletion of *SIS2* gene led to the largest RLS increase observed. Sis2 regulated yeast lifespan in a dose-dependent manner, implying a role for the coenzyme A biosynthesis pathway in lifespan regulation. Introduction of the human PPCDC gene in the *sis2Δ* background neutralized the lifespan extension. RNA-seq experiments revealed transcriptional increases in cell-cycle machinery components in *sis2Δ* background. High-precision lifespan measurement will be essential to elucidate the gene network governing lifespan.

## Abstract (web summary)

Using a microfluidic single-cell aging platform, the authors report how single-cell lifespan varies across more than 300 yeast strains, each missing a single gene. Their top hit, Sis2, was found to regulate yeast lifespan in a dose-dependent fashion.

## Introduction

Aging is a complex process with many biological pathways modulating its speed and effect on organismal lifespan. It is still largely unknown how cells and cellular processes deteriorate over time, especially as a result of dynamic changes in genetic, epigenetic, transcriptomic and/or proteomic factors^1^. Despite this complexity, the observation of single gene mutations affecting lifespan in model organisms and evolutionary conservation of known lifespan-modulating pathways makes it possible to decipher the unknowns of aging and lifespan determinants.

While aging is often viewed at the organismal level, having a single-cell level understanding of aging is a practical necessity to understand the complexity of organismal aging. The replicative lifespan (RLS) of the yeast *Saccharomyces cerevisiae* has served the scientific community as a single-cell level lifespan metric for several decades now. RLS is quantified by the number of mitotic division events experienced by a cell between its birth and death^2^. Yeast RLS can be measured in just a few days, making it the most rapid assay for measuring eukaryotic lifespan. Due to the evolutionary conservation of aging mechanisms, yeast RLS is closely related to healthspan and lifespan in humans, with several interventions extending yeast RLS also promising to improve general health in humans^3–7^. For example, a rapamycin analog improves immune responses in the elderly^8^, and dietary restriction reduces biomarkers for diabetes, cardiovascular disease, and cancer^9–11^.

The conventional method to measure yeast RLS requires continuous microdissection of newborn daughter cells away from their mothers grown on solid media surfaces^2^. Microdissection is necessary to keep track of the age of the mother cells as there would be overcrowding around the observed cells due to exponential growth of the population. Given that a mother cell divides ~23 times on average before it dies and each division event takes ~90 minutes, it is a challenging assay to perform. In the past decade, the application of microfluidic platforms has had a transformative effect in the aging field by automating replicative lifespan measurements in yeast^12–18^. Microfluidic platforms have also increased the precision with which cellular lifespans could be measured. The increasingly common use of microfluidic platforms has raised the question of how their lifespan outputs compare to the ones obtained by other methods, especially the traditional microdissection method.

In this work, we have compiled a comprehensive set of single-gene deletion strains from previous studies that had indicated they exhibit extended lifespans, and subjected them to single-cell RLS measurements using our microfluidic Yeast Replicator platform^13^. A large fraction of these strains did not actually live longer than the congenic wild-type, while the ones living longer displayed lifespan extensions that were often different from the levels previously reported. We found that the *SIS2* gene led to the largest lifespan increase (56%) when deleted. Despite this substantial lifespan effect of *SIS2*, it has not been known how loss of *SIS2* extended lifespan^19–21^. *SIS2* encodes a protein that functions both as an inhibitor of protein phosphatase Z (PPZ)^22^ and as a component of the coenzyme A (CoA) biosynthesis (CAB) pathway. In the CAB pathway, Sis2 is a subunit of the 4’-phosphopantothenoyl-L-cysteine decarboxylase (PPCDC) enzyme^23^, forming a heterotrimer with the protein encoded by the essential *CAB3* gene and Vhs3. Results from the genetic characterizations we performed on PPZ and the CAB pathway provide insights into how *SIS2* regulates replicative lifespan in a dose-dependent manner through the CoA biosynthesis pathway.

## Results

### Large-scale quantification of yeast replicative lifespan in a microfluidic platform

Using the traditional micromanipulation assay, previous studies examined the lifespan impact of most of the non-essential genes in haploid yeast, identifying several hundred genes whose deletion extended lifespan compared to the wild-type^19,20,24,25^. We compiled a set of 307 haploid knockout strains based on their increased longevity as published in the literature (Supplementary Data 9) and measured the RLS of each strain using our Yeast Replicator microfluidic platform.

The measurements were made by tracking 200 newly born cells of each strain for 3 days in our Yeast Replicator microfluidic device^13^ (Fig. 1a). While some long-lived cells take as long as 5 days to cease to divide or die, we chose to use the 3-day tracking approach to reduce the time and cost of the experiments. We had previously shown that the survival distributions of yeast cells could be reliably predicted by fitting partial survival data to the Weibull survival function and then using the fitted parameters of the function to predict the full survival distribution with high accuracy, outputting the mean and standard deviation of the entire distribution^26^. For the current study, we further tested the accuracy of this approach by selecting four long-lived strains and performed 2-day, 3-day and 5-day experiments on 200 or 300 cells tracked while they aged. We had two biological replicates for each strain with each replicate providing 100 or 150 cells to analyze. We saw that the mean RLS obtained from the benchmark aging experiments for each strain (5-day duration with 300 cells analyzed) did not show any statistically significant differences from the experiments performed in 3 days for 200 or 300 cells (Fig. 1b, Fig. S1b–f, Supplementary Data 1). On the other hand, performing 2-day experiments, even when 300 cells were used, led to significant RLS differences compared to the benchmark experiments (Fig S1a–f, Supplementary Data 1). As a result, we performed 3-day-long (72 hours) microfluidic aging experiments for the current study by analyzing 200 cells pooled from two biological replicates.

**Fig. 1:**
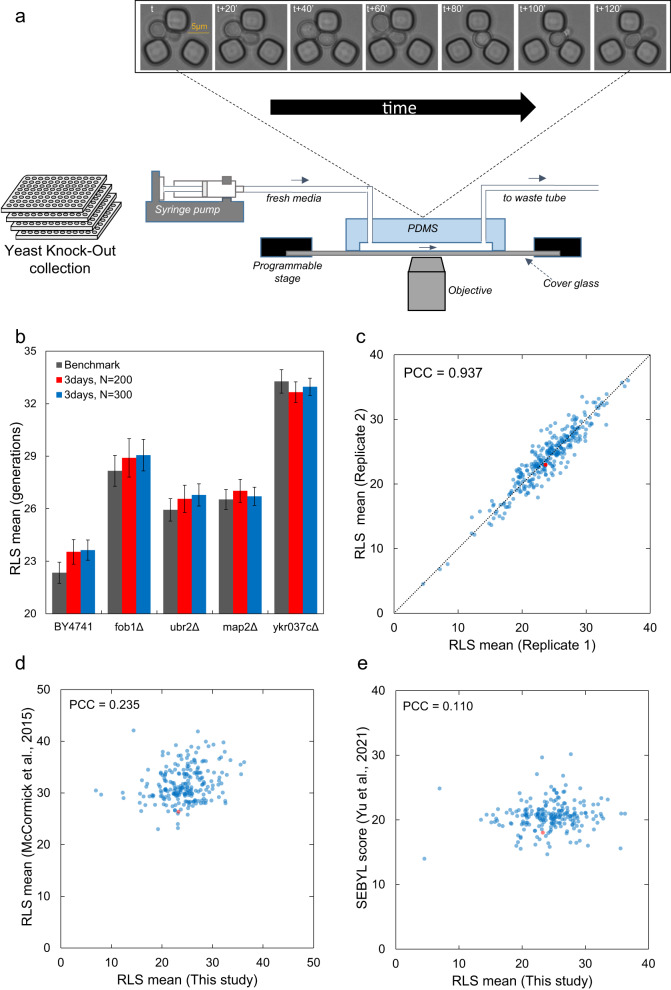
Experimental setup and comparison to other methods. **a** Schematic representation of the microfluidic setup mounted on the microscope to measure the RLS of yeast strains. Bright field images were taken every 10 min. With a time interval of 20 min, the sample images show a newborn cell entering into a trapping unit and going through its first generation as a mother cell. The scale bar indicates 5 micrometers. **b** Validation of the 3-day duration for measuring yeast lifespan. Ground truth RLS mean of several strains was measured using the benchmark approach (5-day experiments and analysis of 300 cells per strain) and compared to the results obtained from 3-day experiments, with 200 or 300 cells analyzed per strain prior to Weibull fitting and predicting the full survival statistics. Solid bars indicate the measured or predicted RLS mean, while the error bars indicate the SEM (*n* = 200 or 300). **c** Scatterplot of the RLS mean measured from each replicate of each strain analyzed. The red dot corresponds to the wild-type strain. The dotted line lies across the x = y axis and the Pearson’s correlation coefficient (PCC) of the data distribution from two replicates is indicated. **d** Scatterplot of the RLS means measured using our microfluidic platform versus a micro-dissection platform (for shared strains). The red dot corresponds to the wild-type strain, and the Pearson’s correlation coefficient (PCC) across the data points is indicated. **e** Scatterplot of the RLS means measured using our microfluidic platform versus the SEBYL technique (for the strains that were present on both studies). The red dot corresponds to the wild-type strain, and the Pearson’s correlation coefficient (PCC) across the data points is indicated.

While the inherent stochasticity associated with lifespan determinants led to some differences between the replicative lifespan outcomes of the two biological replicates, we saw a high degree of correlation (Pearson Correlation Coefficient (PCC) = 0.937) between the two replicates, confirming the reproducibility of our assay (Fig. 1c, Supplementary Data 2).

Using this approach, we obtained the full survival distributions and statistics associated with the 307 single gene deleted yeast strains (Supplementary Data 3); not surprisingly, the mean and standard deviation of the RLS values were positively correlated among all strains (PCC = 0.532, Fig. S2a, Supplementary Data 2). The deletion of *SIS2*, a gene involved in coenzyme A (CoA) biosynthesis and protein phosphatase Z (PPZ) regulation^22,23^, led to the largest increase in average lifespan with 36 generations, while many strains had severely disrupted lifespan instead of the lifespan extensions observed in previous studies.

To quantitatively understand how our results compare to the ones obtained using alternative RLS measurement methods, we compiled data from two major studies and calculated correlations using PCC. We saw low correlations between our mean RLS values and the lifespan values reported by the other studies^19,27^: 0.235 compared to the study by McCormick and colleagues (Fig. 1d) and 0.110 compared to the study by Yu and colleagues (Fig. 1e). We note that the method used by Yu and colleagues was not based on the traditional micromanipulator assay; instead, it was an RLS screening method based on barcode sequencing of pooled mutant strains that reported a “SEBYL” score (SEquencing-Based Yeast replicative Lifespan) which was scaled to the actual RLS in units of mitotic generations. Since it did not take into account cell-to-cell variability in cell-cycle durations in an age-specific manner, it was not meant to be a high-precision RLS measurement technique.

We also compiled the strain-specific values of the fit parameters (scaling parameter $$r$$ and shape parameter $$\alpha$$) of the Weibull survival distribution. $$\alpha$$ had a positive correlation (PCC = 0.426, Fig. S2b) to the RLS mean, while it had a negative correlation (PCC = −0.491, Fig. S2c) to the SD of the RLS distributions. $$r$$ values were distributed between 0.025 and 0.195, with several strains having large $$r$$ corresponding to strains with severely-disrupted lifespan; $$\alpha$$ values were distributed between 1.62 and 7.33. There was a low degree of negative correlation between $$\alpha$$ and $$r$$ (PCC = −0.335).

### Identification of the genes with an impact on replicative lifespan extension

Next, we identified the strains whose lifespan was significantly longer than the wild-type. Calculating z-scores for pairwise comparisons between the mean RLS values of each gene-deleted strain and the wild-type, we found that only 136 of the 307 strains (44%) lived significantly longer than the wild-type (Fig. 2a, Supplementary Data 2). To elucidate the biological processes associated with the lifespan-extended strains, we performed a GOSlim analysis by using the list of genes whose deletion led to significant increases in mean RLS. We found nine gene clusters as enriched within the lifespan-extended strain list, with two of the clusters (protein glycosylation and cytoplasmic translation) having a significantly low false-discovery rate (Fig. 2b). Supplementary Data 10 shows the lists of genes falling under these clusters (biological process terms) associated with RLS extension. As expected based on the inter-assay differences in lifespan outcomes, the GO terms we identified are only partly overlapping with those identified previously^19^. Taken together, our results elucidate protein glycosylation and cytoplasmic translation as the two main processes associated with replicative lifespan extension in yeast.

**Fig. 2:**
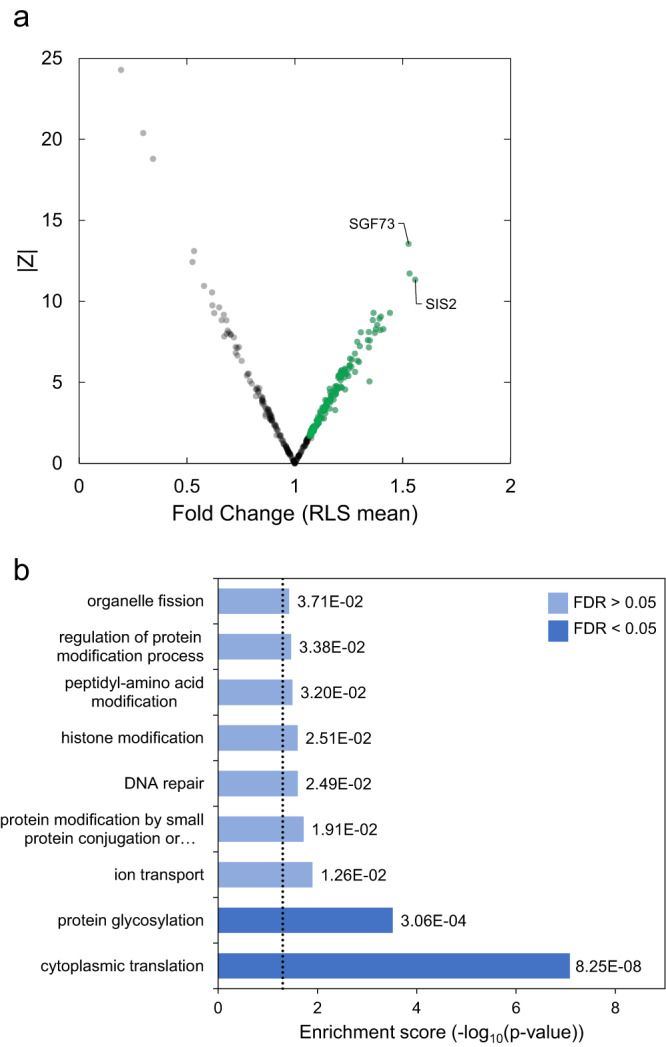
Identification of genes whose deletion significantly extends yeast lifespan. **a** Scatterplot showing the fold-change in mean RLS of each strain relative to the mean RLS of the wild-type strain versus the absolute value of the Z statistic obtained from pairwise comparisons between the RLS distributions of each gene-deleted strain and the wild-type. Green color highlights the strains displaying a significant increase in their mean RLS compared to the wild-type. Two of the top performing strains (in terms of mean RLS) are indicated. **b** Significantly enriched GOSlim terms when inputted the list of genes whose deletion led to significant increase in mean RLS compared to the wild-type mean RLS. Bars indicate the Enrichment scores and the labels indicate the associated *p*-values. The dotted line indicates the threshold for having a significant enrichment score. Dark blue bars have a significant FDR (<0.05), while the pale blue bars indicate GOSlim terms whose FDR is deemed not significant (>0.05).

### Assessment of the degree of conservation of the lifespan-extending genes

Measuring the organismal lifespan of the roundworm *C. elegans*, previous studies had uncovered ~400 worm genes whose deletion, hypomorphic mutation or RNAi knockdown extended lifespan. For the orthologous genes between yeast and *C. elegans*, we compared the list of the worm genes associated with lifespan extension to the yeast genes we identified as RLS-extending when deleted. Twelve gene pairs corresponding to various functional categories were found to be associated with lifespan extension when downregulated or deleted in both species. We further identified the orthologous genes in *M. musculus* and *H. sapiens* corresponding to these twelve genes (Table 1). The number of genes whose deletion is linked to lifespan extension in mammals is scarce, and none of them are included among those twelve genes common in *S. cerevisiae* and *C. elegans*; however, *SLC13A5* (homolog of *PHO87* in yeast and *NAC-2* & *NAC-3* in worm) plays a role in age-induced obesity resistance and other metabolic phenotypes in mice^28^.

**Table 1:** Identification of orthologous genes among yeast, *C. elegans*, *Mus musculus* and *Homo sapiens* for genes whose deletion in yeast or downregulation in *C. elegans* extended yeast lifespan in our study and *C. elegans* lifespan in the literature

Yeast Gene	Worm Ortholog		Mice Ortholog		Human Ortholog	
*AAC3*	*ant-1.1*	*C47E12.2*	*Slc25a4/5/31*		*SLC25A4/5/31*	
*CUP9*	*unc-62*		*Meis1/2/3*	*Pknox2/Tgif2*	*MEIS1/2/3*	*PKNOX2*
*INP51*	*unc-26*		*Synj1/2*		*SYNJ1/2*	
*PHO87*	*nac-2*	*nac-3*	*Slc13a1/2/3/4/5*		*SLC13A1/2/3/4/5*	
*PKH2*	*pdk-1*		*Pdpk1*		*PDPK1*	*PDPK2P*
*RFX1*	*daf-19*		*Rfx1/2/3*		*RFX1/2/3*	
*RPL23A*	*rpl-23*		*Rpl23*		*RPL23*	
*RPL31A*	*rpl-31*		*Rpl31-ps8*		*RPL31*	
*RPL9A*	*rpl-9*		*Rpl9*		*RPL9*	
*RPS22B*	*rps-22*		*Rps15a*		*RPS15A*	
*SAM1*	*sams-1*	*sams-3*	*Mat1a*	*Mat2a*	*MAT1A*	*MAT2A*
*TIF1*	*inf-1*	*F57B9.3*	*Eif4a1*	*Eif4a2*	*EIF4A1*	*EIF4A2*

### Coenzyme A biosynthesis pathway impacts replicative lifespan

We have chosen to further examine the *SIS2* gene whose deletion led to the largest RLS increase. The Sis2 protein has two known separate functions: it inhibits PPZ and it is a subunit of the PPCDC enzyme of the CoA biosynthesis pathway^22,23^ (Fig. 3a). PPZ is encoded by the yeast genes *PPZ1* and *PPZ2*^22^. While Sis2 has a paralog (Vhs3^23,29^) sharing both functional activities, deletion of the *VHS3* gene did not have an effect on RLS (Fig. 3b, Supplementary Data 4). This could be due to Vhs3 having ~2-3-fold lower abundance^30,31^ and a less prominent biological activity^23,29^ compared to Sis2. Alternatively, Sis2 might have an additional moonlighting function not shared with Vhs3.

**Fig. 3:**
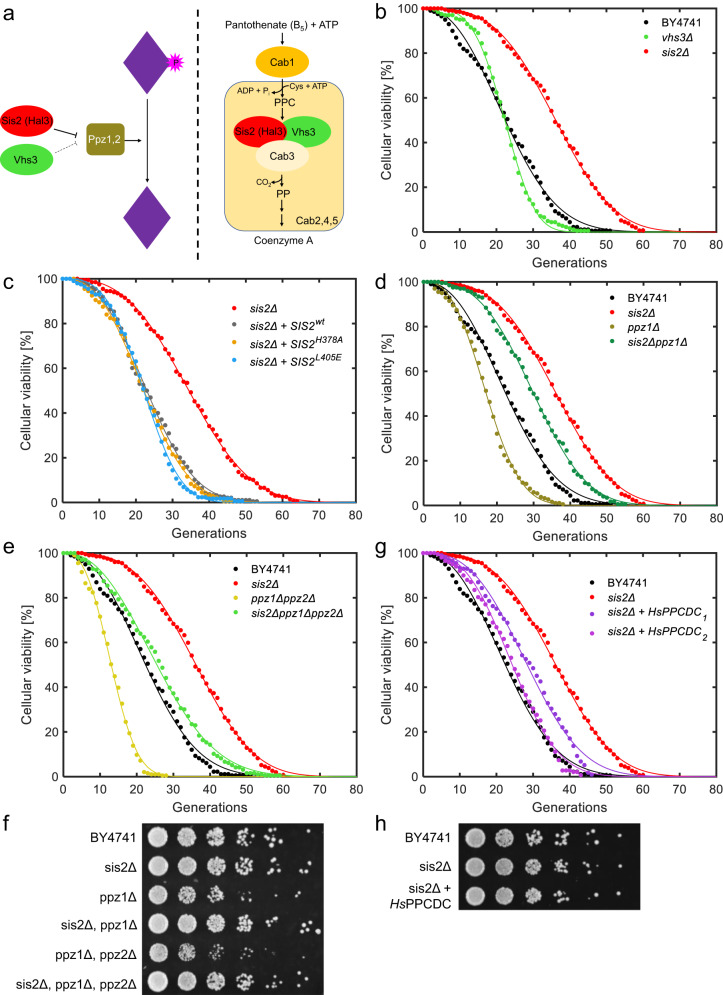
Mechanistic characterization of the *SIS2* gene for its impact on RLS. **a** Schematics summarizing the functional roles of the Sis2 protein, together with its paralog Vhs3. Sis2 and Vhs3 have two separate functions: they act as inhibitors of the protein phosphatase Z (Ppz1, Ppz2) and as subunits of the PPCDC enzyme (in conjunction with Cab3) which is part of the Coenzyme A biosynthesis pathway. **b** Survival curves of the wild-type strain as well as the *sis2Δ* and *vhs3Δ* strains. **c** Survival curves of the *sis2Δ* strains carrying a wild-type copy of *SIS2*, the mutant allelic variants *SIS2*^*H378A*^ and *SIS2*^*L405E*^, or an empty vector as a control. **d** Survival curves of the wild-type strain as well as the *sis2Δ*, *ppz1Δ* and *sis2Δppz1Δ* strains. **e** Survival curves of the wild-type strain as well as the *sis2Δ*, *ppz1Δppz2Δ* and *sis2Δppz1Δppz2Δ* strains. **f** Spotting assay to compare the growth rates of the wild-type strain and the *sis2Δ*, *ppz1Δ*, *sis2Δppz1Δ*, *ppz1Δppz2Δ* and *sis2Δppz1Δppz2Δ* strains. **g** Survival curves of the wild-type strain, *sis2Δ* strain, and two independent clones of the *sis2Δ* strain carrying the human variant of the PPCDC enzyme (HsPPCDC). **h** Spotting assay to compare the growth rates of the wild-type strain, *sis2Δ* strain, and the *sis2Δ* strain carrying the human variant of the PPCDC enzyme (HsPPCDC). In **b**–**e**, **g**, experimental survival data (dots) and Weibull-predicted full survival curves (lines) are shown for each strain (to generate each Weibull-predicted full survival curve, the experimental survival data were fit to the Weibull function, followed by the Weibull function’s prediction of the full survival curve using the fitted parameter values).

To understand if any of the two known biological functions of Sis2 were responsible for the RLS extension, we tested the RLS effects of specific mutations within the *SIS2* ORF that were known to separate the PPZ-inhibitory function from CoA biosynthesis. More specifically, in a *sis2Δ* background, we introduced the *SIS2*^*H378A*^ allele, which is expected to block the PPCDC enzymatic activity^23,32^, and the *SIS2*^*L405E*^ allele, which reduces its PPZ inhibitory capacity^33^. Intriguingly, none of these mutants displayed the same RLS extension as the gene deletion mutant; in fact, both mutants were virtually indistinguishable in lifespan from the control strain that contained the wild-type *SIS2* gene knocked in to the *sis2Δ* background (Fig. 3c, Supplementary Data 4).

Since these surgical interventions did not uncover which of the two well-known functions of *SIS2* was behind the RLS effect, we decided to perform a series of genetic characterizations by deleting the PPZ genes. Curiously, both the *ppz1Δ* and the *ppz1Δppz2Δ* double-deletion strains displayed reduced RLS compared to the wild-type (*p*-values: 1.12E-10 and 3.70E-32, respectively). However, when the *SIS2* gene was deleted in the PPZ double deletion background, we observed a relative increase in RLS of the same magnitude as the increase in RLS when the *SIS2* gene was deleted in the wild-type background (Fig. 3d, e, Supplementary Data 4). These results indicate that the *SIS2* gene’s lifespan-extending effect was independent from its PPZ-inhibiting role. When both PPZ genes were deleted, the RLS phenotype was further impaired compared to single deletion cases and this was not surprising based on previous studies which showed that other PPZ-related phenotypes were also severely impacted by the PPZ double-deletion background^34,35^. We have also seen some impairment of the vegetative growth phenotype; as it happened with the RLS, this growth defect was rescued by the *SIS2* deletion (Fig. 3f).

After we ruled out the PPZ-inhibitory role of *SIS2* as responsible for its RLS extension effect, we wanted to test if its other function through catalytic activity of PPCDC in coenzyme A biosynthesis had an impact on lifespan extension, although we note that mutation of the Sis2 PPCDC active site had no impact on RLS (Fig. 3c). We introduced in the *sis2Δ* strain a copy of the *Homo sapiens PPCDC* gene^36^ (Uniprot Q96CD2, COAC_HUMAN, ENSG00000138621.12), the human gene encoding the PPCDC enzyme, which lacks any PPZ inhibitory activity. The protein expressed from *HsPPCDC* is capable of producing all the PPCDC activity required by yeast cells, even in the absence of *CAB3*, which is an essential gene encoding the yeast PPCDC subunit Cab3; moreover, *HsPPCDC* expression is able to sustain yeast life even in a *sis2Δ vhs3Δ cab3Δ* triple-deletion background^23^. We found that the introduction of *HsPPCDC* on top of the *sis2Δ* background reduced the lifespan back to wild-type levels (Fig. 3g, Supplementary Data 4). The introduction of the human gene into the yeast did not have any impact on growth rate or viability (Fig. 3h).

We note that a downstream metabolite in the CoA biosynthesis pathway, acetyl-CoA, was previously associated with chronological lifespan (CLS)—higher acetyl-CoA was shown to reduce CLS via epigenetic regulation of autophagy genes^37,38^. CLS is a different lifespan assay than RLS in that it measures the total duration when a cell is alive in a non-dividing state while RLS reports the total number of mitotic divisions during the lifespan of a cell. CLS and RLS are therefore two distinct aging outputs, and regulation of CLS and RLS may or may not be controlled by the same mechanism.

### *SIS2* expression tunes lifespan in a dose-dependent manner

Since the lack of Sis2 led to RLS extension compared to when the cell had wild-type amounts of this protein, we wanted to test if there was any dose dependence between Sis2 amount and RLS. For this, we integrated an extra copy of *SIS2* at the *ho* locus to double its expression, and we replaced its endogenous promoter with other promoters with different strengths^39^ (*CYC1p*, *ADH1p*, *TEF1p*). We found that increasing the amount of Sis2, either by doubling its dosage or by expressing it form strong constitutive promoters (*TEF1p*, *ADH1p*), led to a decrease in RLS (*p*-values: 2.86E-06, 5.15E-39 and 1.24E-34, respectively), while decreasing the amount of Sis2 below wild-type by expressing the *SIS2* gene from the *CYC1* promoter led to an RLS extension over wild-type (Fig. 4a, Supplementary Data 4).

**Fig. 4:**
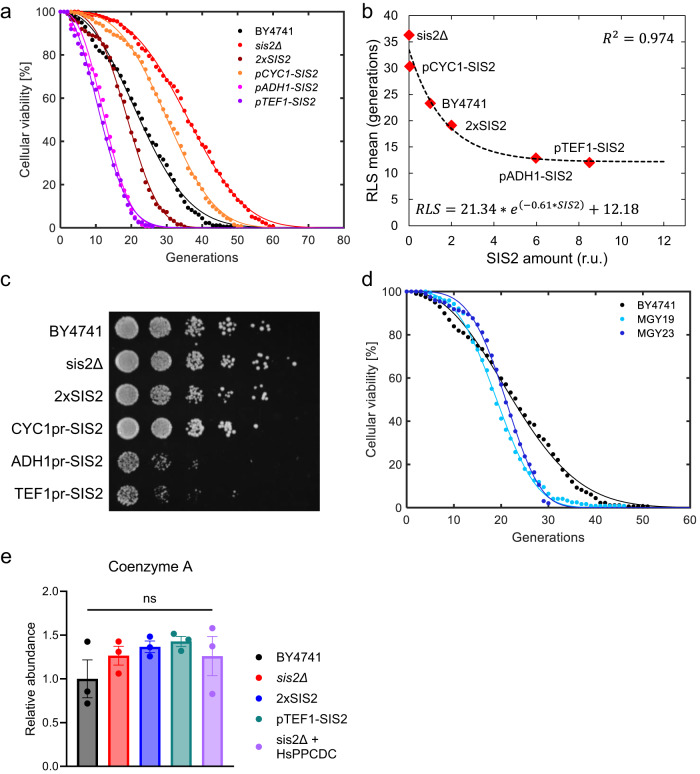
*SIS2* expression tunes RLS in a dose-dependent manner. **a** Survival curves of strains with different *SIS2* expression levels: the wild-type strain BY4741, *sis2Δ* strain, 2x*SIS2* strain and promoter-replaced strains in which the endogenous *SIS2* gene is driven by the *CYC1*, *ADH1* or *TEF1* promoters. **b** Scatter plot showing the Sis2 levels (measured by flow cytometry) versus the mean RLS of the indicated strains. The data was fitted to a decaying exponential function, with the goodness of fit (R^2^) indicating a strong inverse relationship between the mean RLS and Sis2 levels. The least-squares-fitted equation and the R^2^ value are also shown. **c** Spotting assay comparing the growth rates of the wild-type strain, *sis2Δ* strain, 2x*SIS2* strain, and the promoter-replaced strains in which the endogenous SIS2 gene is driven by the *CYC1*, *ADH1* or *TEF1* promoter. **d** Survival curves of the wild-type strain (BY4741), as well as the Coenzyme A hyper-producing strains MGY19 (*CAB1*^*W331R*^ + *CAB2*-*5*) and MGY23 (*CAB1*^*W331R*^ + *CAB2-5* + *SIS2*_*260-495*_). **e**. Coenzyme A quantification by LC-MS/MS in the indicated strains: the wild-type strain BY4741, *sis2Δ* strain, double-dosage strain 2x*SIS2*, *pTEF1-SIS2* strain and *sis2Δ* strain complemented with the human variant of the PPCDC enzyme (HsPPCDC). Individual measurements are represented by dots, while the bar plots and error bars represent mean and SEM (N = 3). Differences among the results from the five strains were tested for significance by the non-parametric Kruskal-Wallis test, followed by Dunn’s pairwise comparison test comparing wild type data to each of the other strains’ data (ns: not significant). In **a**, **d**, experimental survival data (dots) and Weibull-predicted full survival curves (lines) are shown for each strain (to generate each Weibull-predicted full survival curve, the experimental survival data were fit to the Weibull function, followed by the Weibull function’s prediction of the full survival curve using the fitted parameter values).

In order to obtain a more precise relationship between the RLS phenotype and Sis2 amounts, we tagged the *SIS2* gene endogenously to create a Sis2 fusion with EGFP at its C-terminus; *SIS2* was tagged in the wild-type strain and those with replaced promoters. Relative to the wild-type Sis2 level, protein amounts were measured by flow cytometry for the promoter-replaced strains, while for the *sis2Δ*, wild-type and 2x*SIS2* strains the protein amounts were set to zero, one and two, respectively. The relationship between Sis2 amounts and RLS followed a very precise inverse exponential relationship (R^2^ = 0.974, Fig. 4b). In addition to low RLS, the overexpression of *SIS2* also makes the cells sick, as shown by the growth assay applied on the strains carrying the strong *ADH1p* and *TEF1p* promoters driving *SIS2* (Fig. 4c).

Taken together, these results led us to propose a model in which higher PPCDC activity, and thereby higher CoA levels, have an inverse relationship with cellular lifespan. However, due to the essential nature of coenzyme A for sustaining cellular health, we also project that this inverse relationship would naturally break at a sufficiently low CoA level. To confirm this expectation using an orthogonal approach, we wanted to measure the RLS of yeast strains that are known to increase CoA by different means than increased Sis2 PPCDC activity. For this, we have used the MGY19 and MGY23 strains bearing a hyperactive enzyme for the first reaction on the coenzyme A biosynthesis pathway (*CAB1*^*W331R*^) as well as carrying a second copy of the rest of the essential genes of the pathway; MGY23 also has an extra copy of the PPCDC-specific functional domain of *SIS2*. Their high coenzyme A and acetyl-CoA levels (sum of the two metabolites being ~13-fold higher than wild type) was characterized in a previous study^40^. We found MGY19 and MGY23 strains displayed shorter RLS than the wild-type (*p* values: 2.31E-06 and 3.77E-03, respectively) (Fig. 4d, Supplementary Data 4). These results support a model where higher coenzyme A levels lead to a decrease in RLS.

In an attempt to determine if there were any measurable differences in coenzyme A levels among strains with different *SIS2* expression levels (null, wild type, two *SIS2* copies, TEF1p driven *SIS2*, and *HsPPCDC*), we performed LC-MS experiments on yeast cell populations with no age-enrichment. In addition to measuring coenzyme A, we also measured coenzyme A’s precursor pantothenate and its downstream metabolite acetyl-CoA (Fig. 4e, Fig. S3a, b). LC-MS detected no significant coenzyme A differences among the tested strains, but we note that cellular age was not a parameter in this experiment as a substantial fraction of the cells (>99%) we assayed were too young (younger than 5 generations) due to the geometric distribution of single-cell ages in freely growing yeast populations^41^. Also, LC-MS was used out of necessity in the absence of a more ideal single-cell level metabolite measurement method with a high enough detection power.

### The expression of cell-cycle machinery components is boosted in the absence of *SIS2*

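Polyadenylated RNA from 2 wild-type cultures and 2 *sis2Δ* cultures was sequenced with stranded paired-end reads. The wild-type strain was BY4741, a haploid *MATa* laboratory strain, and the *sis2Δ* strain carries a deletion of *SIS2* in the same background. The cultures were grown to mid-log phase in 15 ml of synthetic medium with 2% glucose. The authors trimmed the reads with Cutadapt, mapped them to the R64 genome with RNA STAR, counted them on genes with featureCounts as reverse-stranded, and deposited the counts of 6692 genes without normalization. The counts summed to 28069619 and 19001619 in wild-type libraries A and B, and to 19158777 and 25399379 in *sis2Δ* libraries A and B. The paper states 15 M of paired-end reads per sample, and the values here use the deposited counts. The 10 genes with the most counts took between 6.67% and 8.27% of each library. The 2 libraries of each strain differed by more than sampling noise, with a chi-square per degree of freedom of 19.8 for the wild type and 58.1 for *sis2Δ*. This comparison covers counting noise only and cannot tell separate cultures from repeat libraries of the same culture. Each library was counted as a separate replicate because the paper describes independent biological replicates. Genes with at least 0.5 CPM, which are counts scaled by library size, in at least 2 libraries were kept, which left 5959 genes. Libraries were scaled by TMM, with factors between 0.97 and 1.07, and the strains were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 2 libraries per strain, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so every call rests on edgeR's model of the spread across genes. The reference annotation is that of R64, and 5683 of the tested genes had an entry in it.
The deleted gene, *SIS2* (YKR072C), lies on the minus strand of chromosome XI from 576435 to 578123. It had 3991 and 2208 counts in the wild-type libraries and 6 and 9 counts in the *sis2Δ* libraries. Its TMM-normalized level was 132 ± 21.0 CPM (SD, n = 2) in the wild type and 0.329 ± 0.053 CPM (SD, n = 2) in *sis2Δ*, a log2 fold change of -8.61 (standard error 0.22, adjusted p = 1.84e-10 from edgeR's quasi-likelihood test). Of the genes around it, YKR073C, an open reading frame that ends 63 bp upstream of the *SIS2* start codon on the same strand, had 70 and 20 counts in the wild type against 3 and 4 in *sis2Δ*, a log2 fold change of -3.58 (standard error 0.65, adjusted p = 0.00651 from the same test). *DRE2*, which lies 454 bp from *SIS2* on its other side, had a log2 fold change of -0.05 (adjusted p = 0.821), and *AIM29*, 1085 bp away, had a log2 fold change of -0.03 (adjusted p = 0.907), and neither was called. The sign of these 2 small values was positive when the libraries were scaled by library size alone.

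**Figure D1:**
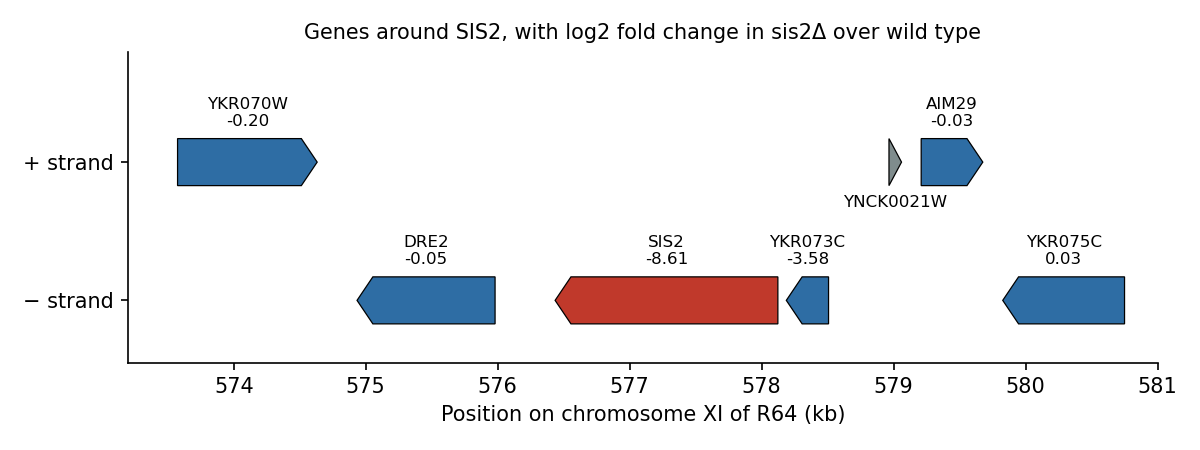
Map of chromosome XI around *SIS2*, with position in kb on the horizontal axis and the strand on the vertical axis. Arrows are genes (red, *SIS2*; blue, other protein-coding genes; grey, a tRNA gene), and the number over an arrow is its log2 fold change in *sis2Δ* over the wild type, which is -8.61 for *SIS2*, -3.58 for YKR073C and -0.05 for *DRE2*.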

To further characterize the downstream effects of the *SIS2* deletion and understand how it could lead to the observed RLS extension, we analyzed the genome-wide transcriptomic profile of the *sis2Δ* strain against the wild-type in exponentially grown cultures. 

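Of the tested genes, 362 had an adjusted p under 0.05, of which 200 were lower and 162 were higher in *sis2Δ* than in the wild type. For all 362 genes both *sis2Δ* libraries lay on the same side of both wild-type libraries. The libraries of the strains were separated in this way for 3164 (53.1%) of the tested genes, where chance alone gives 33.3%. A log2 fold change of at least 1 in size, required in addition, left 44 lower and 25 higher genes. Scaling moved the balance between the directions. With library size alone in place of TMM, 127 genes were lower and 188 were higher, so that 59.7% of the calls were higher against 44.8% with TMM. The limma-voom method, which the paper used, gave 197 lower and 156 higher genes on the same counts, and 342 genes were called by both limma-voom and edgeR. Of the 338 genes listed in Supplementary Data 5, 332 were also called by edgeR's test, each of them in the same direction, and the other 6 had an adjusted p between 0.0502 and 0.135. Among the genes with an adjusted p under 0.05, the largest rises were those of YIL082W-A, *PHO5*, *MF(ALPHA)1*, *HMS1* and *FIG1*. *MF(ALPHA)1* rose from 0.528 ± 0.227 CPM to 2.01 ± 0.659 CPM (SD, n = 2 each), *HMS1* had a log2 fold change of 1.83 (standard error 0.24) and *FIG1* of 1.65 (standard error 0.34). After *SIS2* itself and its neighbour YKR073C, the largest falls among these genes were those of *FRE5*, *FIT2* and *COS12*, with log2 fold changes of -3.43 (standard error 0.27), -3.04 (standard error 0.13) and -2.78 (standard error 0.27). The adjusted p from edgeR's test was 0.0222 for *MF(ALPHA)1*, 0.000787 for *HMS1*, 0.0129 for *FIG1* and at most 5.19e-05 for *FRE5*, *FIT2* and *COS12*.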

We detected a total of 338 differentially expressed genes (DEG), with 192 of them expressed in the wild-type strain and 146 expressed in the *sis2Δ* strain (Fig. 5a, b, Supplementary Data 5).

**Fig. 5:**
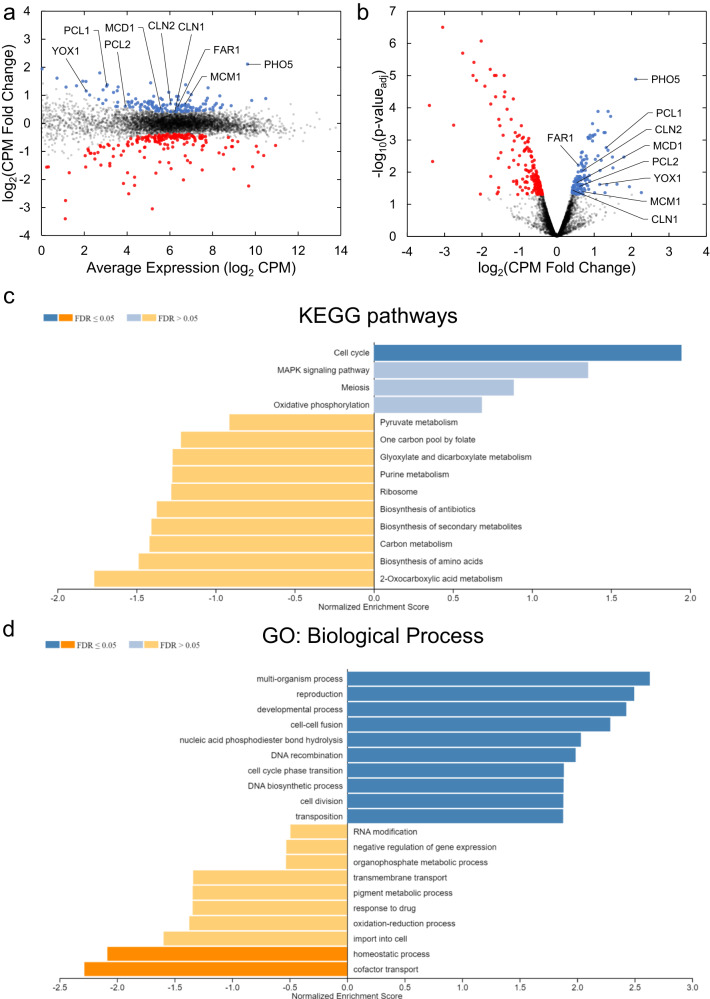
Differential gene expression as a result of the deletion of *SIS2*. **a** MA plot showing the average expression, in log_2_ of counts per million read (CPM), for each of the expressed genes versus its corresponding fold-change in the *sis2Δ* strain relative to the wild-type strain. The data points highlighted in red show the transcripts of the genes that are repressed in the *sis2Δ* strain compared to their wild-type expression, while the data points highlighted in blue show the transcripts of the genes that are overexpressed in the *sis2Δ* strain compared to their wild-type expression. Overexpressed genes belonging to the ‘cell cycle’ gene set of the KEGG pathways are pointed in the plot. **b** Volcano plot showing the log_2_(CPM fold-change) of the expressed genes in the *sis2Δ* strain over the wild-type strain versus the negative decimal logarithm of the BH-adjusted *p*-value for every expressed gene. The data points highlighted in red show the transcripts of the genes that are repressed in the *sis2Δ* strain relative to their wild-type expression, while the data points highlighted in blue show the transcripts of the genes that are overexpressed in the *sis2Δ* strain relative to their wild-type expression. Overexpressed genes belonging to the ‘cell cycle’ gene set of the KEGG pathways are pointed in the plot. Output of the GSEA analysis performed using the list of DEG identified as a result of RNA-seq analysis of the *sis2Δ* background relative to the wild-type, exploring the enriched KEGG pathways (**c**) and the Biological Process domain of the Gene Ontology database (**d**). Bars indicate the Normalized Enrichment Score of each of the plotted gene sets; blue for the gene sets enriched in the *sis2Δ* strain and orange for the ones enriched in the wild-type strain. Pale colors indicate that the enriched gene set has an FDR above the significance threshold (>0.05), while dark colors indicate that the enriched gene set has a significant FDR (<0.05).

We have used the list of DEG and their corresponding log_2_(fold-change) as input for Gene Set Enrichment Analysis (GSEA) and found cell-cycle as the only significantly enriched category of the KEGG pathway categories (Fig. 5c); the enriched genes corresponding to the cell-cycle category were pinpointed on the MA and volcano plots (Fig. 5a, b). 

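The enrichment score was recomputed for the 9 cell cycle genes marked in Fig. 5a, b (*PHO5*, *PCL1*, *YOX1*, *MCM1*, *CLN2*, *PCL2*, *FAR1*, *MCD1* and *CLN1*). The ranked list held the 336 genes that remain of Supplementary Data 5 once *SIS2* and YIL082W-A are left out, ordered by edgeR's log2 fold change, and 145 of them were higher in *sis2Δ*. An enrichment score is the largest height of a running sum that rises at each gene of the set, by the size of its log2 fold change, and falls at every other gene. The score was 0.642, and a set of 9 genes drawn at random from the list scored as high with a one-sided permutation p of 0.00135 (100000 random sets). The paper's reported score is 0.648. All 9 genes lie among the 145 higher genes, at ranks from 1 for *PHO5* to 137 for *CLN1*, and the running sum peaked at *MCD1*, rank 108. With all genes weighted equally, so that the size of the *PHO5* change did not count, the score was 0.609 (permutation p = 0.00053), and with *SIS2* and YIL082W-A kept in the list it was 0.641 (permutation p = 0.0139). With each library left out in turn it stayed between 0.618 and 0.685. The random sets are drawn from genes already called, so these p-values compare the 9 genes with other called genes and not with the whole genome, and genes are not independent replicates.

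**Figure D2:**
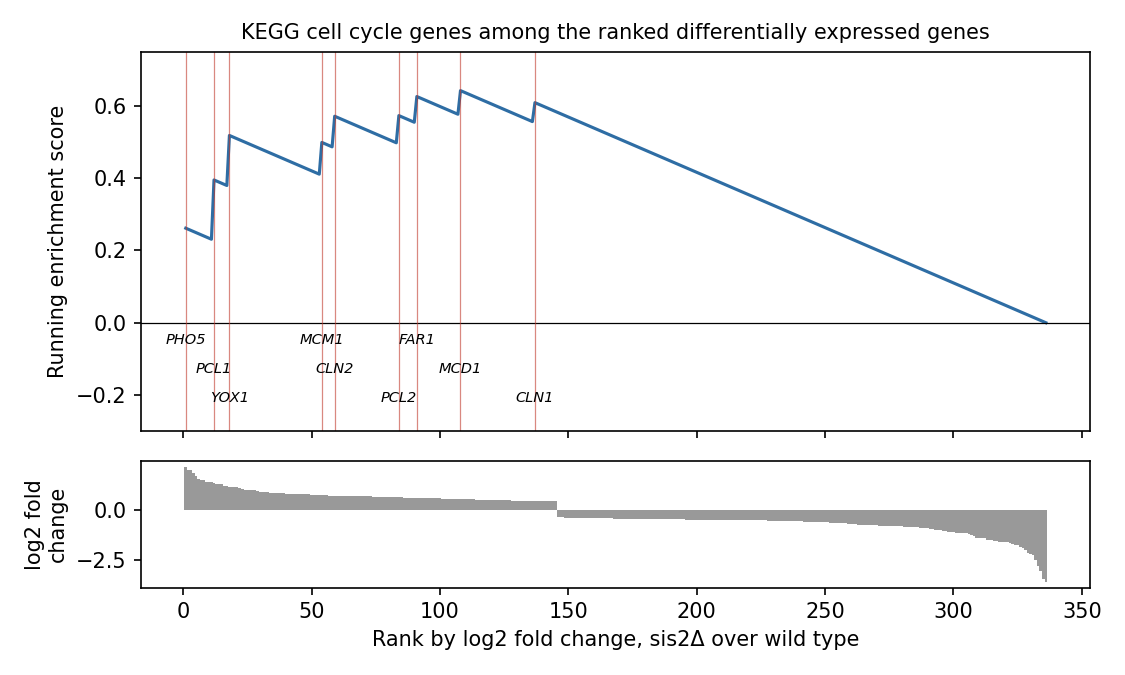
Running enrichment score of the KEGG cell cycle genes over the 336 ranked genes (upper panel) and the log2 fold change of each ranked gene in *sis2Δ* over the wild type (lower panel). Red lines mark the 9 genes of the set, which all fall in the part of the list with a positive log2 fold change, and the blue line peaks at 0.642.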

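The Gene Ontology set cell cycle phase transition has 10 members among the ranked genes, which Supplementary Data 5 names: *YOX1*, *MSA1*, *CLN2*, *MCM1*, *CTF19*, *GIC2*, *AMN1*, *CLN1*, *SAP185* and *KIN4*. All 10 were higher in *sis2Δ*, with an enrichment score of 0.586 in the list ranked by edgeR's log2 fold change (one-sided permutation p = 0.00295). *KIN4* is the last of the 145 higher genes, so this is the lowest score that 10 higher genes can have in this list. The score therefore adds nothing beyond the shared direction. The set was taken from the paper's enrichment on the same counts, so the permutation p is no independent test. The paper's reported score is 0.588. With each library left out in turn the score lay between 0.598 and 0.617. Among the genes of this set that Fig. 5a, b does not mark, *MSA1* changed most, with a log2 fold change of 0.75 (standard error 0.145, adjusted p = 0.0105 from edgeR's quasi-likelihood test), and *KIN4* least, with 0.41 (standard error 0.11, adjusted p = 0.0427). Over the 8 alternatives with a test, the adjusted p of *KIN4* ranged from 0.00686 to 0.0556, its value with library size alone. That of *CTF19* ranged from 1.51e-05 to 0.0592, its value without the CPM filter. For both genes the low end came from edgeR's test with the replicate letter as a block. For the set cell division, Supplementary Data 5 names 10 of the 13 leading-edge genes of a set of 14, and all 10 were higher in *sis2Δ*. These 10 include *CTS1*, which encodes an endochitinase required for cell separation and rose from 1069 ± 123 CPM to 1948 ± 214 CPM (SD, n = 2 each), *EGT2* with a log2 fold change of 0.54 (standard error 0.14) and *REI1* with 0.47 (standard error 0.11). *EGT2* was called in 6 of the 8 alternatives, with an adjusted p between 0.00147, with the replicate letter as a block, and 0.0574. No enrichment p is given for cell division, because leading-edge genes are by definition those near the top of the ranking.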

When we performed GSEA on the Biological Process domain of the Gene Ontology gene sets, we found similar categories (cell-cycle phase transition and cell division) significantly enriched in the *sis2Δ* background (Fig. 5d). 

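The expression of *CLN1*, *CLN2*, *PCL1*, *PCL2*, *MCM1* and *PHO5* was compared library by library. For each of the 6 genes, both *sis2Δ* libraries lay above both wild-type libraries. These genes were highlighted after being called on the same libraries, and all 362 called genes were separated in this way. The 33.3% of random orders that separate the strains is therefore not the chance rate for them, and the separation is no further test. Each of the 6 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test and in all 8 alternatives with a test per gene. None of the 100-base windows of these genes, the length of a read, occurs elsewhere in the R64 genome.

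**Figure D3:**
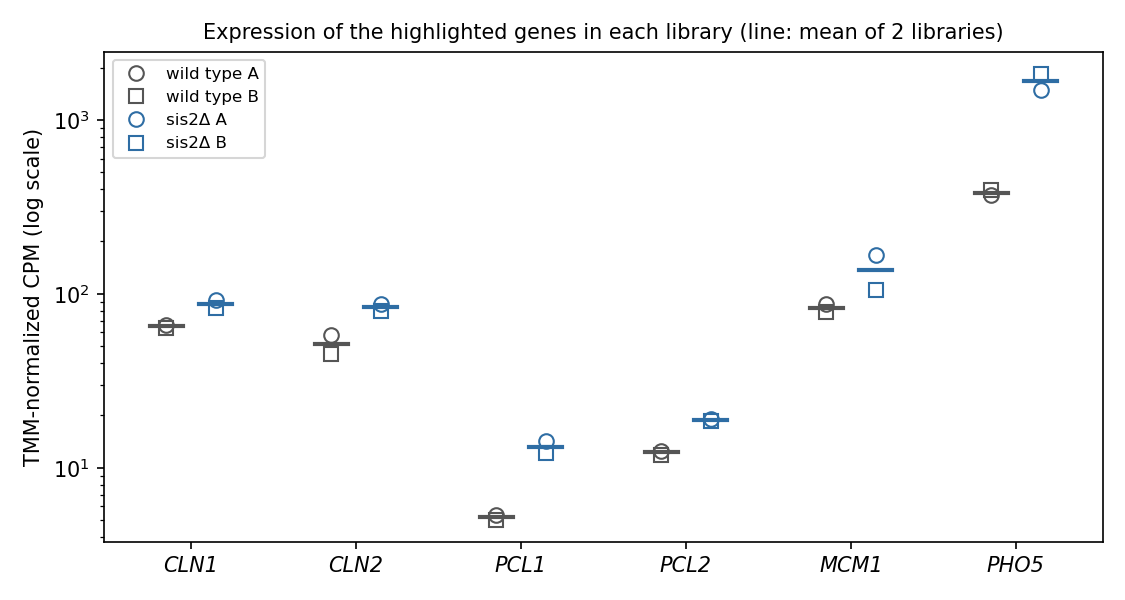
TMM-normalized CPM of the highlighted genes on a log axis, with circles for replicate A, squares for replicate B, grey for the wild type and blue for *sis2Δ*. Lines are the mean of the 2 libraries of a strain, and the blue symbols lie above the grey ones for each of the 6 genes.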

Among the differentially-expressed genes representing these categories, we highlight *CLN1,2*, *PCL1,2*, *MCM1* and *PHO5*. *CLN1,2* and *PCL1,2* are key G1/S cyclins^42,43^. 

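*CLN1* (YMR199W, chromosome XIII from 662644 to 664284) rose from 65.0 ± 1.77 CPM in the wild type to 87.4 ± 6.64 CPM in *sis2Δ* (SD, n = 2 each), a log2 fold change of 0.43 (standard error 0.11, adjusted p = 0.0358 from edgeR's quasi-likelihood test). *CLN2* (YPL256C, chromosome XVI from 64977 to 66614) rose from 51.7 ± 9.30 CPM to 83.6 ± 5.39 CPM, a log2 fold change of 0.69 (standard error 0.13, adjusted p = 0.00861). *PCL1* (chromosome XIV from 87897 to 88736) had a lower level than these and changed more, from 5.18 ± 0.211 CPM to 13.1 ± 1.45 CPM, a log2 fold change of 1.33 (standard error 0.17, adjusted p = 0.000532). *PCL2* (chromosome IV from 234927 to 235853) rose from 12.2 ± 0.462 CPM to 18.7 ± 0.395 CPM, a log2 fold change of 0.61 (standard error 0.14, adjusted p = 0.0208). With each library left out in turn, the log2 fold change stayed between 0.36 and 0.50 for *CLN1*, between 0.54 and 0.89 for *CLN2*, between 1.23 and 1.45 for *PCL1* and between 0.60 and 0.65 for *PCL2*.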

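*MCM1* (chromosome XIII from 353871 to 354731) had 2391 and 1480 counts in wild-type libraries A and B, and 3449 and 2585 counts in *sis2Δ* libraries A and B. Its normalized level was 83.1 ± 6.71 CPM (SD, n = 2) in the wild type and 137 ± 44.1 CPM (SD, n = 2) in *sis2Δ*, a log2 fold change of 0.71 (standard error 0.17, adjusted p = 0.0297 from edgeR's quasi-likelihood test). Its *sis2Δ* replicates lay far apart, and the log2 fold change was 0.35 without *sis2Δ* replicate A and up to 1.01 with another library left out. The adjusted p ranged up to 0.0457 over the alternatives. Its lowest value, 1.16e-07, came from edgeR's test with the replicate letter as a block. The next lowest was 0.00286, from DESeq2.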

*MCM1* is a transcription factor important for the G2/M transition to activate the *CLB2* cluster^44^ and DNA replication initiation^45^. 

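*PHO5* (YBR093C) lies on the minus strand of chromosome II from 429548 to 430951. Its level was 382 ± 17.2 CPM (SD, n = 2) in the wild type and 1669 ± 244 CPM (SD, n = 2) in *sis2Δ*, a log2 fold change of 2.13 (standard error 0.18, adjusted p = 1.87e-05 from edgeR's quasi-likelihood test). With each library left out in turn the log2 fold change stayed between 1.97 and 2.28. Of the 162 genes higher in *sis2Δ*, only YIL082W-A had a larger log2 fold change or a smaller p. With changes in both directions ranked together by size and *SIS2* and YIL082W-A left out, *PHO5* came at rank 9, behind 8 genes that were lower in *sis2Δ*, and ranked by p it came at rank 13. Under limma-voom *PHO5* had rank 3 among the higher genes by log2 fold change, behind YIL082W-A and the mitochondrial gene Q0070. In the authors' deposited table Q0070 has a log2 fold change of 2.26 with an adjusted p of 0.0433. In edgeR's fit its log2 fold change was 1.96 (standard error 0.72, adjusted p = 0.135), so its rise was not distinguished from the spread between replicates. *PHO3*, which lies next to *PHO5* and is 86.6% identical to it over 1403 aligned bases, had a log2 fold change of 0.32 (standard error 0.11, adjusted p = 0.123). The longest stretch without a difference between these genes is 98 bases, shorter than a read.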

The most differentially expressed gene in the *sis2Δ* background was *PHO5*, which encodes a secreted acid phosphatase whose expression is usually activated in low phosphate environments and at M phase^46^.

## Discussion

In this study, we tracked individual yeast cells while they aged in a microfluidic platform and performed high-precision measurements of single-cell lifespan across a wide range genetic backgrounds. The genetic backgrounds to include in our study were determined based on lifespan extension outcomes observed in previous studies that used different lifespan assays, including the traditional microdissection assay. Major differences exist between lifespan outcomes depending on the assay used, both in terms of whether a strain is long-living or not, and the extent of lifespan increase for long-living strains. Yeast with the *sis2Δ* genetic background displayed the longest lifespan extension, and Sis2 levels had an inverse dose-dependent effect on yeast lifespan. Further mechanistic characterizations led to a model implicating the involvement of CoA as a regulator of replicative lifespan. Finally, global transcriptomic analysis of yeast *sis2Δ* cells provided further insights into the Sis2-facilitated lifespan-extension mechanism by showing transcriptional increases in components of the cell-cycle machinery.

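The data behind the increase of the cell-cycle machinery as a whole were taken from a list of 114 cell-cycle genes that was written before the counts were examined. All 114 were tested, 83 were higher and 31 lower in *sis2Δ*, and the median log2 fold change was 0.10, against -0.0050 for all tested genes (camera from limma with an inter-gene correlation of 0.01, adjusted p = 6.49e-05 over 10 lists). By edgeR's test, 9 genes of the list had an adjusted p under 0.05, all higher, and adjustment over the list alone gave 10. The 105 genes of the list that the paper does not name had a median log2 fold change of 0.07 (camera adjusted p = 0.0038), with 74 higher. Of these 105 genes, 0 had an adjusted p under 0.05 by itself (the smallest was 0.0569), and 21 had an unadjusted p under 0.05. The genes left out are the 9 called ones, which the paper named after calling them on the same counts. The 0 therefore follows from that choice. When camera estimated the correlation between the genes from these 4 libraries instead, the adjusted p of the whole list was 0.238. That setting leaves the test 2 degrees of freedom. With the estimated correlation of 0.0504 used as a fixed value, a setting chosen after seeing the data, it was 0.0311, and over the other alternatives it ranged from 7.18e-05 to 0.0038. With each library left out in turn the median stayed between 0.06 and 0.13. The paper presents the increase of cell-cycle transcripts as further insight into how loss of Sis2 extends lifespan, and proposes in its discussion that higher expression of G1/S cyclins could help cells progress through the cell cycle.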

There may be a few plausible explanations for the discrepancies between the lifespan outcomes observed microfluidically and through the other lifespan assays^19,27^. For example, the SEBYL assay^27^ was performed on yeast strains of *MATα* mating type while we used strains of *MATa* mating type. However, our comparison of the results obtained by the two assays involved correlation analysis operating on relative changes in each variable of each assay, effectively normalizing each lifespan outcome by its own wild-type strain background (*MATa* or *MATα*). It is also important to note that the SEBYL assay was not meant to be a precise RLS quantification method; instead, it was developed as a screening assay to identify long-living hit strains based on sequencing of pooled mutant strains containing barcodes. Not tracking aging cells generation-by-generation, SEBYL does not provide any information about age-specific cell-cycle durations either. Another barcode-based approach to RLS measurement^47^ suffered from low sensitivity, and the results were only semi-quantitative.

On the other hand, unlike SEBYL, the traditional microdissection-based RLS quantification assay is in principle capable of documenting cell-cycle durations in terms of bud-to-bud intervals, but it is in practice very challenging to continuously monitor and document each mother-daughter separation event over several days, which often forces researchers to include a relatively small number of cells in their analyses, limiting their statistical power. Moreover, growing cells and tracking their replicative age in a microfluidic environment could give rise to differential lifespan outcomes compared to the manual micro-dissection assay^19^ because the latter is performed on a two-dimensional solid media surface which could make it difficult to efficiently provide nutrients to the aging cells and/or to remove any cell non-autonomous factors or small molecules that could potentially impact the lifespan. Yet another factor that could explain the assay-to-assay differences in lifespan outcomes is the differences in cell density associated with different lifespan measurement methods. Both micromanipulation and microfluidic methods use isolated single cells, while the barcode-based methods use cells aging in densely packed environments. Cell density may potentially impact lifespan outcomes through differential nutrient limitation or other cell-non-autonomous effects.

When we compared our RLS dataset with results from a previously published CLS dataset^48^, we saw that only 12 of the genes we identified as RLS-extending (8.8% of all strains we analyzed) also turned out to be extending CLS (Supplementary Data 2). This was not very surprising as CLS and RLS are two intrinsically different metrics to measure lifespan. Different pathways may control these lifespan metrics for each mutant, and regulation of CLS or RLS by one pathway does not guarantee that the other lifespan metric will also be regulated by the same pathway in the same manner.

A small fraction of the yeast genes we identified as lifespan-extending when deleted had orthologous *C. elegans* genes whose deletion, hypomorphic mutation or RNAi knockdown caused extended lifespan in worms. The differences between our set of yeast-worm orthologs and the previously published set that resulted from the manual micro-dissection assay^19^ are due to the major differences between lifespan outcomes measured by the two assays. However, for the yeast genes *CUP9*, *PKH2*, *RFX1*, which have worm orthologs, both assays identified them as facilitators of long lifespan when deleted in yeast and when knocked down or mutated in worm. A large fraction of the genes with a conserved lifespan-extending phenotype between the two species belongs to the ribosomal or translation-related functional categories, which was also the case in the previous study^19^.

While the twelve genes that extend both yeast and worm lifespan are also present and functional in mice and humans, no comprehensive understanding exists about their impact on aging in mice and humans. Moreover, none of the yeast-worm-human orthologous mouse genes is part of a previously documented set of mouse mutants that had a long-living phenotype^49^. Despite lack of direct links to aging, *SLC13A5*^*-/-*^ mice (akin to *pho87Δ* yeast) are known to display resistance to diet and age-induced obesity, increased energy consumption, improved glucose tolerance, and increased hepatic lipid oxidation^28,50^. However, it is also known that mutations on the human ortholog *SLC13A5* are linked to neonatal epilepsy and developmental delay in humans^51^.

In the absence of any direct experimental link between these conserved genes and human aging, one can still computationally examine and project the druggability of the human proteins encoded by these genes. Using the canSAR Protein Annotation Tool^52^, we predicted the druggability of the human proteins that are orthologues to the genes extending yeast and worm lifespan. Being orthologous to the yeast gene *PKH2* (which encodes a serine/threonine protein kinase involved in sphingolipid-mediated signaling^53^), the human gene *PDPK1* and its putative paralog *PDPK2P* were found to be druggable with midosraurin (Supplementary Data 11). While the actual experimental effect of midosraurin on these gene products is not known, its characterization may open new avenues to novel therapeutic strategies to prolong longevity and healthspan in humans.

Regarding the role of Sis2 proteins in RLS regulation through the coenzyme A biosynthesis pathway, a model emerges based on the genetic characterizations we performed. First, our results clearly indicate that the lifespan extension upon *SIS2* deletion is not related to PPZ inhibitory activity of Sis2 proteins, as we still observed a boost in RLS when *SIS2* is deleted in strains lacking Ppz1 and Ppz2. Second, we saw that the introduction of the human version of the PPCDC enzyme, without any known activity besides being part of the CoA biosynthesis pathway, was able to reset the RLS of the *sis2Δ* mutant back to the wild-type level. Third, we showed that strains producing high levels of CoA had reduced lifespan. Additionally, we observed a clear dose-dependency between Sis2 amounts and RLS.

CoA has previously been linked to chronological lifespan (CLS) in yeast, but not to replicative lifespan^37,38^. More specifically, a link was found between nucleo-cytosolic acetyl-CoA increase and CLS shortening through epigenetic regulation of autophagy genes^37^. Knocking down cytoplasmic acetyl-CoA synthesis promoted autophagy once cells were subjected to chronological aging, while blocking mitochondrial acetyl-CoA synthesis led to a shortened CLS with no autophagy activation. Further experimental characterization showed that blocking mitochondrial synthesis led to an increase in acetyl-CoA production in the nucleo-cytosolic pathway, which hyperacetylated the histones regulating the autophagy genes, blocking their expression. Also, when autophagy was restored in the mitochondrial acetyl-CoA synthesis mutant strain, the shortened CLS was partially rescued back to wild-type levels. An increase was also observed in mean and maximum lifespan of *D. melanogaster* when the orthologous acetyl-CoA synthetase gene was knocked down^37^.

In many organisms, autophagy is often a suspect when dealing with aging impairment^54^. Autophagy is also an essential mechanism in yeast aging to achieve maximum CLS^55^, but apparently its role in RLS regulation in normal conditions is questionable as the autophagy-related genes (such as ATG genes) were not considered as effectors of RLS in previous studies^55,56^. However, interventions that cause an increase in RLS through hormetic stress (such as calorie restriction) need to have active autophagy in order to have an RLS-extending effect^56^.

Our work suggests a link between CoA levels and RLS regulation, and it is possible that the precise mechanism for RLS regulation by CoA relies on epigenetic changes caused by altered histone acetylation, as CoA is necessary to activate the acetyl group prior to its incorporation into histones. Also, there are examples of epigenetic autophagy regulation having an effect on RLS through the *ESA1* and *RPD3* genes that have counteracting roles in the regulation of *ATG3* by post-translational acetylation^57^.

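The calls of *CLN1* and *CLN2* were compared across the ways of processing the counts. The adjusted p of *CLN1* lay between 0.0031 and 0.0438 over the 8 alternatives, and that of *CLN2* between 9.93e-08 and 0.0137. The coding sequences of *CLN1* and *CLN2* are 68.1% identical over 936 aligned bases, and their longest identical stretch is 17 bases, so a read of one gene does not match the other.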

As a result of the deletion of the *SIS2* gene, we saw increases in the transcriptional expression of key cell-cycle genes, including *CLN1* and *CLN2*. Defects in G1/S cyclin transcription cause cell cycle delays and genomic instability that result in cell death^58^, thus boosting the expression of such genes could help cells progress more efficiently through the cell cycle, facilitating lifespan extension by helping cells postpone or diminish the impact of adverse intra-cellular conditions occurring in old ages^59^, such as accumulation of protein aggregates^60^ and loss of efficient DNA double-strand break repair^61^. Since replicative lifespan in yeast is defined as the number of cell cycles that a mother cell is able to complete, it makes sense that an intervention that boosts the cell cycle machinery results in an RLS extension. It will be an interesting future research direction to characterize the aging-associated epigenetic changes that could occur on genes regulating CoA levels. Characterizing the transcriptional and metabolic profiles of *sis2Δ* cells at an advanced replicative age would also enhance our understanding of the mechanisms directly facilitating RLS extension in the absence of *SIS2*.

Characterization of single cell lifespan using high-precision measurement techniques facilitates the elucidation of novel lifespan outcomes, which helps with the discovery of novel leads into pathways and cellular processes controlling cellular lifespan. Application of microfluidics-based lifespan measurement technologies on strain libraries brings us closer to uncovering the composition and structure of the elusive gene regulatory network governing single-cell lifespan^62,63^.

## Methods

### Yeast strains used, plasmid and strain construction

All experiments were conducted using *S. cerevisiae* BY4741 haploid strain background^64^ (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*. Yeast *MATa* Knockout Collection containing haploid yeast strains deleted in non-essential genes was purchased from GE Dharmacon. Each strain was verified for the correctness of its specific gene deletion by PCR using primers upstream of the deleted gene in the yeast genome and in the *KanMX* gene-deletion cassette.

The *SIS2* transcriptional unit was cloned into pRS306 after amplifying it from yeast genomic DNA by also introducing the EcoRI & HindIII restriction sites, followed by digesting both the vector and the insert with those enzymes and ligating them by T4 ligase, producing the pRS306-SIS2 plasmid. This plasmid was used as template to generate the *SIS2*^*H378A*^ and *SIS2*^*L405E*^ point mutants using the QuikChange Site-Directed Mutagenesis Kit (Agilent #200519-5) using the primers designed by the manufacturer’s software. The cDNA sequence of the *HsPPCDC* gene was obtained from the plasmid OHu14181D (GenScript #NM021823.5) and the *PMA1* promoter sequence was obtained from yeast genomic DNA, amplifying them with specific primers including AflII & EcoRI and AflII & BamHI restriction sites, respectively; pRS306 was digested with EcoRI & BamHI, and the two PCR products were digested with AflII & EcoRI and AflII & BamHI, respectively, and the 3 fragments were ligated in a single reaction by T4 ligase, producing the pRS306-HsPPCDC plasmid.

To integrate these constructs to yeast, we amplified them (together with the *URA3* marker) from the plasmid carrying them by using primers containing 60 bp homology tails targeting integration to the *ho* locus. The cloned *SIS2* alleles as well as the *HsPPCDC* construct were transformed into the *sis2Δ* strain belonging to the Yeast *MATa* Knockout collection. In order to obtain the 2x*SIS2* strain, the construct containing the wild-type *SIS2* allele (together with its own promoter and terminator sequences) and the *URA3* selection marker was integrated in the *ho* locus of the BY4741 wild-type strain using 60 bp homology tails.

*SIS2* promoter replacement was carried out by amplifying a *KanMX* selection marker as well as the desired promoter from pYM-N6, pYM-N10 and pYM-N18 (for *ADH1* promoter, *CYC1* promoter and *TEF1* promoter, respectively) with primers containing 60 bp homology tails for targeting integration on the promoter region of the *SIS2* locus^39^. C-terminal fusion of *SIS2* with EGFP was carried out by amplifying the SpHis5 selection marker and EGFP sequence from pYM28 with primers containing 50 bp homology tails targeting integration at the C-terminal region of the *SIS2* gene^39^. All these genetic modifications were carried out on top of the BY4741 wild-type strain.

*PPZ1* and *PPZ2* genes were deleted from the *sis2Δ* strain belonging to the Yeast *MATa* Knockout collection by amplifying the *URA3* and *LEU2* markers from pRS306 and pRS305, respectively, using primers containing 60 bp homology tails targeting the substitution of the intended ORF. For constructing the double mutant *ppz1Δppz2Δ*, *PPZ2* gene was deleted by integration of the *LEU2* marker to the *PPZ2* gene locus in the *ppz1Δ* strain belonging to the Yeast *MATa* Knockout collection. Yeast transformations were carried out with the lithium acetate method^65^; cells were plated right after the heatshock except when the selection marker was against an antibiotic, when cells were grown 4 h in YPD media (1% yeast extract, 2% peptone, 2% glucose) before plating them on antibiotic-containing plates.

Strains MGY19 and MGY23^40^ were kindly provided by Prof. Dr. Hans-Joachim Schüller. All plasmids, oligos and yeast strains (apart from the ones included in the Yeast *MATa* Knockout Collection) used in this study are included in the Supplementary Data 6.

### Growth conditions and media

Complete synthetic media (CSM) supplemented with amino acids was used to grow cells overnight and in all microfluidic chip experiments; 2% glucose was included in the media as the carbon source. Since the RLS-extending strains were curated mainly from solid agar plate-based micromanipulation studies, strains were checked for their growth in liquid CSM media; a handful of strains were dismissed from the strain list due to various reasons (Supplementary Data 9). For each strain whose RLS was measured microfluidically, 10 ml of yeast culture in a 50 ml conical tube was first shaker-incubated at 30^o^C for 20-24 hours overnight in aerobic conditions using Innova-42 orbital shaker. To avoid cells’ entering into stationary phase at the end of the overnight growth, cells were properly diluted right before the overnight growth started so that the OD_600_ readings at the end of overnight growth was ~0.1. When the actual after-overnight OD_600_ was more than 0.1, cells were further diluted to 0.1 right before using them in the microfluidic chip; when the actual after-overnight OD_600_ was less than 0.1, a higher volume of cells was administered to the microfluidic chip to ensure that the number of cells fed to the chip at the beginning of aging experiments were similar for all gene-deleted strains.

Spotting assays were performed by growing cells in CSM media supplemented with amino acids and 2% glucose as described above, until cultures reach OD_600_ readings of ~0.1 at the end of overnight growth. After measuring the cell densities, they were adjusted to OD_600_ = 0.1 and 200 μl were transferred from the cultures to wells of a 96-well plate. Serial dilutions (1:10) were made on neighboring wells of the same plate and they were spotted onto CSM media supplemented with amino acids and 2% glucose agar plates with a 6 × 8 replica plater (Sigma #R2383). Plates were incubated for two days at 30 °C and pictures were taken after this growth period.

### Microfluidic measurements of yeast RLS

For all strain-specific RLS measurements by our microfluidic chip, 200 cells (pooled from two replicates) were analyzed and included in the final results. During a ~ 2-year time period, we performed (on average) 8-10 independent lifespan measurements per week, corresponding to successful characterization of lifespan from 4 different strains per week as we included 2 replicates for each strain. While it was possible to increase this throughput by simply using additional microscopes, manual analysis of the single-cell lifespan data was a bottleneck; 100 cells were analyzed by a researcher per day. While not a commercial platform, our microfluidics setup is user-friendly: new students and postdocs in our lab were able to use this platform by themselves in 1-2 weeks without any major difficulties after detailed instructions were provided to them by senior lab members.

The design and fabrication of the PDMS chip used in this study and the experimental protocols for setting up and running the aging experiments were provided in detail in our previous publication^13^. Briefly, after growing cells for 20-24 hours in the shaker environment by targeting a cell density (OD_600_) of 0.1, cells were loaded into the microfluidic chip using a syringe pump operating at the flow rate of 20 µL/min for 3 minutes. The composition of the media used during the chip experiments were the same as the one used in the shaker growth phase.

During each aging experiment, the syringe pump was programmed to push fresh minimal media into the microfluidic chip at two different media flow rates: the continuous rate at 2 µL/min for 18 minutes, followed by the flushing flow rate of 30 µL/min for 2 minutes. These flow rates cycled repeatedly until the end of the 72-hour RLS experiment.

For tracking the cells, bright field images were acquired with 10 min intervals. Using NIKON’s Elements software, mother cells were analyzed for the total number of daughter-production events by starting from their first generation until the end of each RLS experiment; we also marked each mother cell as dead or alive at the end of the 72-hour period. Typically, 100 cells were analyzed from each replicate experiment, and we performed and analyzed two replicate experiments per strain. In a few cases, the number of cells analyzed from a replicate was close to but not exactly 100; in those cases, we analyzed slightly more than 100 cells from the other replicate, so that the total number of cells analyzed per strain was consistently 200. The single-cell generation number data and the end-state (alive or dead) of each cell at the end of the 72-hour period were used as input for a least-squares fit to the functional form corresponding to the Weibull survival distribution with the form$$:$$

1 $$\,\frac{S}{{S}_{0}}={e}^{-{\left({rg}\right)}^{\alpha }}$$

where $$S$$ is the number of cells alive at generation $$g$$ and $${S}_{0}$$ is the initial number of cells to follow during their aging process. Extracting the values of the parameters $$r$$ and $$\alpha$$ from the fit, we used them in the following formulas to obtain the mean RLS of the full distribution ($$\bar{x}$$) and its SD ($$\sigma$$) for each of the analyzed strains:

2 $$\,\bar{x}=\frac{\Gamma \left(1+\frac{1}{\alpha }\right)}{r}$$

3 $$\,\sigma=\frac{\sqrt{\Gamma \left(1+\frac{2}{\alpha }\right)-{\left(\Gamma \left(1+\frac{1}{\alpha }\right)\right)}^{2}}}{r}$$

where $$\Gamma$$ is the gamma function $$\Gamma \left(n\right)=\left(n-1\right)!$$. This procedure was performed systematically for all strains by using the code provided in Supplementary Data 7. For determining the reproducibility of replicate experiments for each strain, we applied the above procedure to cells of a replicate, instead of two replicates combined for a strain. Using 100 cells for the Weibull-fitting and predicting had similar predictive power for obtaining the full lifespan statistics compared to using 200 cells.

The final lifespan distributions we measured turned out to be Gaussian or Gaussian-like distributions. For a Gaussian distribution, the mean and median of the distribution are the same number. Therefore, while we reported the mean RLS values in this work, the median RLS values would be very close to the means.

### Miscellaneous statistical analysis

After obtaining mean RLS and SD (corresponding to the complete RLS distribution of each cell population for each strain) by Weibull fitting and predicting, we used the 2-sample Z test to compare either the two independent replicates of the same strain or two different strains (typically, the wild type versus each of the gene-deleted strains). We obtained the Z statistic with the formula

4 $$Z=\frac{\left({\bar{x}}_{1}-{\bar{x}}_{2}\right)-\left({\mu }_{1}-{\mu }_{2}\right)}{\sqrt{\frac{{\sigma }_{1}^{2}}{{n}_{1}}+\frac{{\sigma }_{2}^{2}}{{n}_{2}}}}$$

where $$\left({\mu }_{1}-{\mu }_{2}\right)$$ is the hypothesized difference between the population means and is set to zero (as the null hypothesis is that the two populations are equal), $$\left({\bar{x}}_{1}-{\bar{x}}_{2}\right)$$ is the difference between the means of our samples (two replicates or two strains), $${\sigma }_{1}$$ and $${\sigma }_{2}$$ are the SD of each of our samples, and $${n}_{1}$$ and $${n}_{2}$$ are the number of data points in each sample. When comparing two replicates of the same strain (intra-strain comparisons), we applied a two-sided Z test (alternative hypothesis: $${\mu }_{1}\, \ne \, {\mu }_{2}$$) and calculated its corresponding *p*-value as $$p-{val}=2\cdot \Phi \left(-\left|z\right|\right)$$, where $$\Phi$$ is the probability density of the standard Gaussian distribution; when comparing two strains (inter-strain comparisons) to determine if a strain had a significantly higher RLS than the wild-type, we applied a right-sided Z test (alternative hypothesis: $${\mu }_{1} > {\mu }_{2}$$), and its corresponding *p*-value was calculated as $$p-{val}=1-\Phi \left(z\right)$$. In both cases, comparisons resulting in *p*-values < 0.05 were deemed significant.

Pearson’s Correlation Coefficient (PCC)^66^ was calculated using the formula

5 $${PCC}=\frac{{\sum }_{i=1}^{n}\left({x}_{i}-\bar{x}\right)\left({y}_{i}-\bar{y}\right)}{\sqrt{{\sum }_{i=1}^{n}{\left({x}_{i}-\bar{x}\right)}^{2}}\sqrt{{\sum }_{i=1}^{n}{\left({y}_{i}-\bar{y}\right)}^{2}}}$$

where $$n$$ is the sample size, $${x}_{i}$$ and $${y}_{i}$$ are the individual sample values to be compared, indexed with $$i$$, and $$\bar{x}=\frac{1}{n}{\sum }_{i=1}^{n}{x}_{i}$$ is the sample mean for the $$x$$ variable (analogously for $$\bar{y}$$).

### Gene Ontology (GO) analysis

We mapped the top-ranking genes (whose deletion extended lifespan the most based on our RLS measurements) with biological processes using the GOSlim tool hosted on SGD (yeastgenome.org/goSlimMapper), selecting all terms of the ‘Yeast GO-Slim: process’ GO set. Yeast GO-Slim contains a reduced version of the gene ontology terms; it contains a subset of all the GO terms and the subset best represents the major biological processes that are found in yeast. The *p*-value associated with each of the identified GO terms was calculated using the hypergeometric test^67^; the resulting *p*-value was then converted to an Enrichment score by taking its negative base-ten logarithm. False Discovery Rate (FDR) was estimated using the Benjamini-Hochberg Procedure^68^. We have plotted all significant GO terms with a *p*-value < 0.05, and highlighted the ones with FDR < 0.05. Since it is possible that some of the *p*-values that are scored as significant may actually be false positives when generated during the GO analysis, the use of FDR ensures that the number of such false positives is kept below a threshold, in this case below 5%.

### Identification of lifespan-extending orthologous genes between higher eukaryotes and yeast

Orthologous genes across *S. cerevisiae*, *C. elegans*, *M. musculus and H. sapiens* were identified by manual systematic checking of each gene of interest on the Alliance of Genome Resources website (alliancegenome.org), using the stringent filter and annotating all the gene orthologs in each species that are identified by at least three of the methods included in the web server. Subsequently, we identified the ortholog pairs of genes whose modification caused a long-lived phenotype in both worm and yeast by using our set of lifespan-extending *S. cerevisiae* genes and a list of previously annotated *C. elegans* genes whose deletion, hypomorphic mutation or RNAi knockdown had lifespan extension effects^19^. We examined the druggability of the human ortholog proteins by using the canSAR Protein Annotation Tool^52^ (cansarblack.icr.ac.uk/cpat), using the default parameter configuration.

### Acquisition and analysis of the flow cytometry data

Cells were grown in CSM media supplemented with amino acids and 2% glucose as described above. 500 μl of cultures were transferred to 5 ml polystyrene round bottom tubes compatible with the cytometer inlet and placed on ice. Flow cytometry measurements were taken using FACSVerse (Beckton Dickinson). We measured 10,000 events for each replicate and used two independent biological replicates for each strain. Raw data were converted to CSV files with FCSExtract 1.02 (Earl F. Glynn, Stowers Institute), and then custom analyses were performed on spreadsheets. For EGFP fluorescence measurements, a small gate (corresponding to ~ 20% of all events) was consistently placed on the densest region in the FSC-SSC chart to avoid cell-size-based variations. We subtracted the autofluorescence (measured from an untagged strain) from the rest of the FACS measurements; then, the data was further processed relative to the fluorescence value of the strain expressing the *SIS2*-EGFP fusion driven by the endogenous *SIS2* promoter.

### Intracellular metabolite quantifications

Metabolites were extracted from yeast cultures as described^69^. Briefly, single colonies of each strain were inoculated in triplicate and allowed to grow overnight in CSM media supplemented with amino acids and 2% glucose and diluting them to 0.2 OD_600_/ml the following morning in fresh media. Cells were allowed to double twice and then metabolites were collected by adding 12 ml of culture to 36 ml of quenching buffer (60% methanol, 10 mM tricine pH 7.4) and held at −40 °C for 5 min. Cells were pelleted at 3000 x g for 3 min at 0 °C, transferred to new tubes, resuspended in 1 ml extraction buffer (75% ethanol containing 0.5 mM tricine pH 7.4), and heated at 80 °C for 3 min. Extracts were cooled on ice for at least 5 min before centrifugation at 21,000 x g to pellet cell debris and 0.85 ml of supernatant was transferred to a new tube. Extracted metabolites were vacuum-dried and stored at −80 °C until analysis.

LC-MS/MS mass spectrometric analyses were performed on a Sciex QTRAP 6500+ mass spectrometer equipped with an electrospray ion (ESI) source. The ESI source was used in both positive and negative ion modes, configured as follows: Ion Source Gas 1 (Gas 1), 70 psi; Ion Source Gas 2 (Gas 2), 65 psi; curtain gas (CUR), 50 psi in the negative and 45 psi in the positive MRM mode; source temperature, 550 °C; and ion spray voltage (IS), +5500 V(+) and −4500 V (−). The mass spectrometer was coupled to a Shimadzu HPLC (Nexera X2 LC-30AD). Pantothenate was detected by the negative ion mode, while coenzyme A and acetyl-CoA were detected by the positive ion mode.

Chromatography was performed under reversed-phase condition using an ACE 3 C18-PFP 150 × 4.6 mm HPLC column (Mac-Mod, USA). The column temperature, sample injection volume, the flow rate was set to 30 °C, 5 μL, and 0.5 mL/min respectively. The HPLC conditions were as follows: Solvent A: Water with 0.1% Formic Acid (v/v), LC/MS grade and Solvent B: Acetonitrile with 0.1% Formic Acid (v/v), LC/MS grade. Gradient condition was 0-2 min: 5% B, 5–16 min: 90% B, 17 min 5% B, 30 min: 5% B. Total run time: 30 mins.

Detected metabolites with a clean peak matching their expected retention time for these conditions were quantified by integrating their peak intensities using Analyst 1.7.2 software. Integrated intensity of the metabolites of interest was normalized by the total ion chromatogram (TIC) of its corresponding run and all runs were relativized to the average values detected in the wild type triplicates (Supplementary Data 8). To evaluate statistical significance for metabolite intensity differences across the five strains we measured, we performed a Kruskal-Wallis multiple comparison test followed by Dunn’s pairwise comparison test between the wild type and each of the other four strains.

### RNA extraction, RNA-seq library preparation and sequencing

Two independent biological replicates of cell cultures (with wild-type BY4741 and *sis2Δ* backgrounds) were grown in CSM media supplemented with 2% glucose in 15 ml volume until they reached mid-log phase (OD_600_ ~ 0.3–0.4). 8·10^7^ cells were collected by centrifugation and RNA was extracted using the rYeast Total RNA kit (IBI #IB47410), following the manufacturer’s instructions. DNAse treatment (NEB, #M0303S) was performed in column. RNA concentration and purity were evaluated in a NanoDrop 2000 (Thermo Scientific #ND-2000), and it was QC-analyzed on a 5300 Fragment Analyzer System (Agilent #M5311AA).

Stranded RNA-seq libraries were prepared with the KAPA mRNA HyperPrep Kit (Roche, #KK8580-08098115702) based on polyA capture, following the manufacturer’s instructions. The libraries were pooled for multiplexing and sequenced with a NovaSeq 6000 System (Illumina) generating 15 M of 100 bp paired-end reads per sample (Yale Center for Genome Analysis, West Haven). The reads were barcode-demultiplexed before further analysis.

### RNA-seq data processing and analysis

Low quality reads and adaptor sequences were removed by Cutadapt (v3.7)^70^, setting a minimum read length of 20nt and a quality cutoff of 20. Reads were mapped to the reference genome (*Saccharomyces cerevisiae* genome assembly R64, sacCer3) with RNA STAR (v2.7.8a)^71^. Read counts per gene were summarized with featureCounts (v2.0.1)^72^, indicating that the RNA-seq libraries were reverse stranded. 

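The authors' deposited table of limma-voom results holds 5959 genes, the same number that pass a minimum of 0.5 CPM in at least 2 libraries. A limma-voom fit to the deposited counts with TMM scaling and this filter gave log2 fold changes within 4.11e-14 of those in the authors' deposited table. The adjusted p differed by at most 0.00554 with limma's ordinary empirical Bayes step and by at most 1.25e-13 with its robust form, a setting chosen after seeing the values. In the authors' deposited table 340 genes have an adjusted p under 0.05, of which 193 are lower and 147 higher in *sis2Δ*. Not all of these are in the list of differentially expressed genes in Supplementary Data 5. *REG2* (YBR050C), which is not in that list, has an adjusted p of 0.0128 in the authors' deposited table, and in edgeR's test it had a log2 fold change of -0.55 (standard error 0.11).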

Finally, differentially expressed genes (DEG) on the *sis2Δ* strain vs the BY4741 wild type strain were identified using limma (v3.48.0)^73,74^ using the limma-voom method, filtering lowly expressed genes with less than 0.5 CPM (Supplementary Data 5).

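YIL082W-A lies on chromosome IX from 205635 to 210132, within a Ty3 retrotransposon that spans 205220 to 210647. It had 2 counts in each wild-type library, which is under the floor of 3 counts, and 1305 and 1175 counts in the *sis2Δ* libraries. Against that floor it was at least 350.6-fold higher in *sis2Δ*, where its level was 55.7 ± 11.0 CPM (SD, n = 2). Its adjusted p was 9.43e-10 from edgeR's quasi-likelihood test. The other Ty3 copy, YGR109W-B on chromosome VII, is 99.0% identical to it over 3079 aligned bases, and 42.6% of the 100-base windows of YIL082W-A occur elsewhere in the genome, so the split of reads between the copies is uncertain. YGR109W-B had a log2 fold change of 0.44 (standard error 0.17, adjusted p = 0.156).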

The list of DEG (in the form of their corresponding SGDID) as well as their log_2_(fold-change) were used as input for Gene Set Enrichment Analysis (GSEA) using the WebGestalt online platform^75^ (webgestalt.org), except for two genes (one being *SIS2* itself, which was of course very downregulated in the *sis2Δ* strain, and the other one was YIL082W-A, a transposable element) which were clear outliers with respect to the rest of the data in terms of their fold-change value. In quantifying the fold-change, we divided *sis2Δ* read counts over BY4741 read counts, so a positive log_2_(fold-change) represents a gene overexpressed in the *sis2Δ* background. With WebGestalt, we have evaluated the Biological Process domain of the Gene Ontology database, as well as the KEGG pathways. We have selected *Saccharomyces cerevisiae* as the organism of interest and GSEA as the analysis method, keeping the advanced parameters at their default levels; we selected to obtain the top10 categories positively or negatively enriched in each of the domains/database. Those gene sets with a False Discovery Rate (FDR) smaller or equal to 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

The source data used for producing the figures are provided in the relevant Supplementary Data files. The RNAseq data were deposited to the GEO database with the accession number GSE205228.

# Supplementary material for: Sis2 regulates yeast replicative lifespan in a dose-dependent manner
**Source:** Nat Commun. 2023 Nov 27;14:7719. doi: 10.1038/s41467-023-43233-y
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figures and Legends

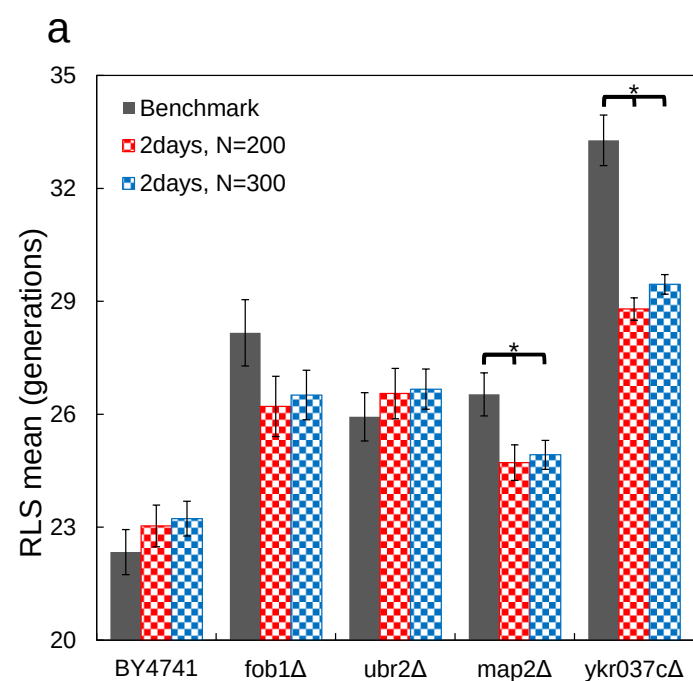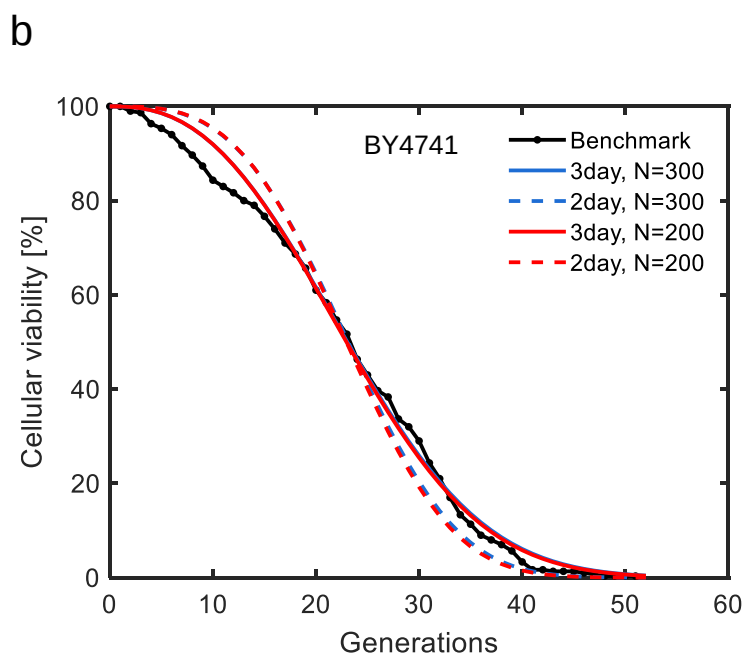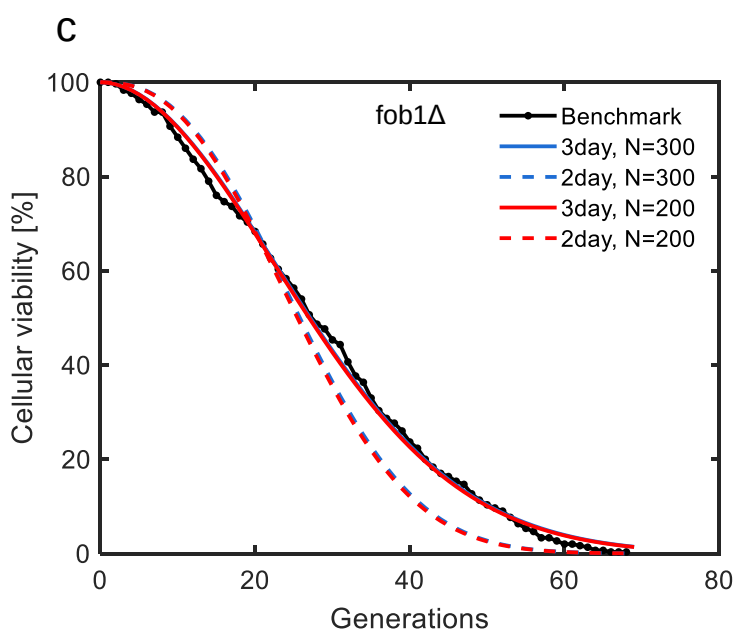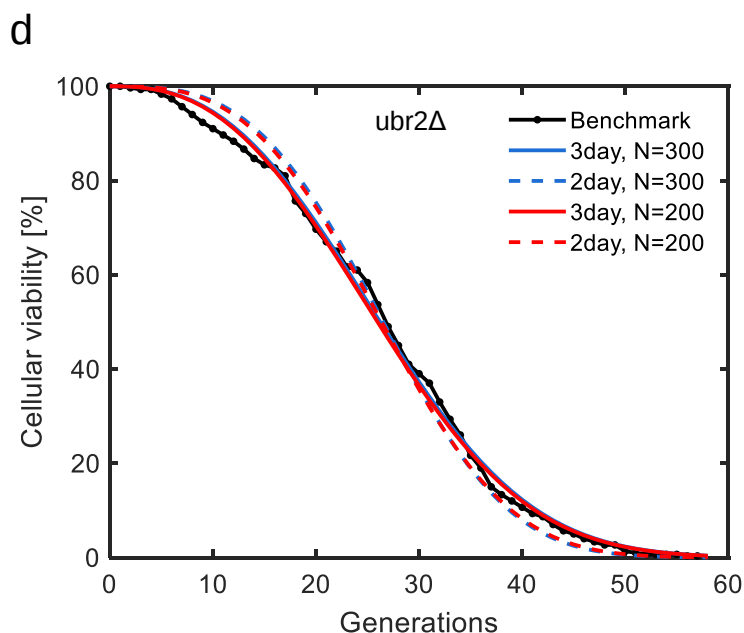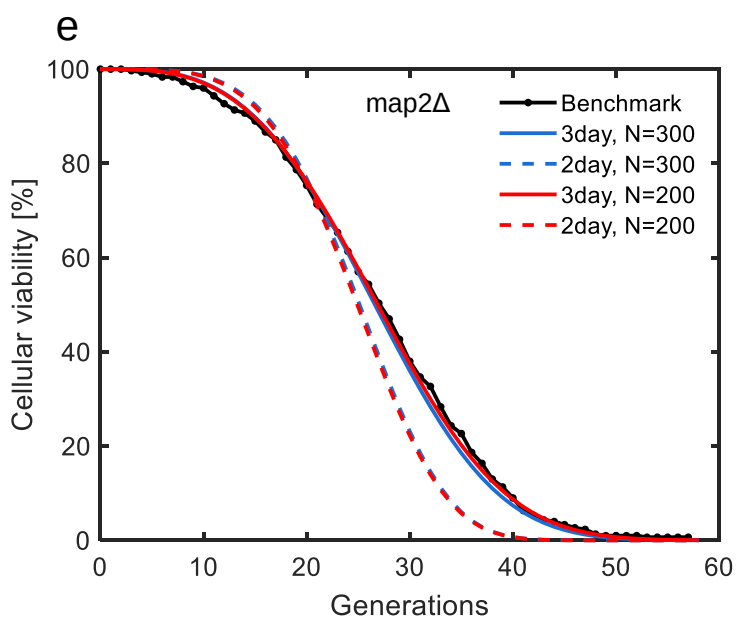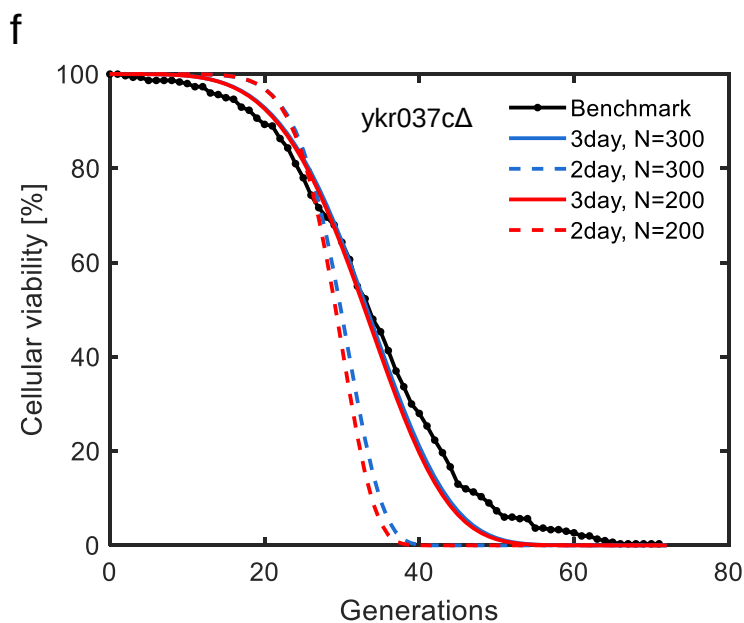

**Figure S1. Validation of the RLS determination method based on functional fitting and predicting.** **A.** Comparison of the mean RLS values of different strains as determined either by the benchmark approach (5-day experiments with 300 cells analyzed per strain) or by performing a 2-day aging experiment with 200 or 300 cells analyzed per strain followed by Weibull fitting and predicting to obtain the full lifespan statistics. Bar plots indicate the measured (solid black) or predicted (checker-board colored) mean RLS, while the error bars indicate the SEM (n=200 or 300). Weibull-predicted results significantly different from the benchmark measurement are indicated with an asterisk (\*). **B-F.** Survival curves of a series of strains whose RLS have been measured either directly by the benchmark approach (black) or by Weibull fitting and predicting after a 2 or 3-day experiment using 200 or 300 cells. The measurement done with the benchmark method is shown in black, the Weibull-predicted survival curves with 300 cells are shown in blue (solid line for 3-day experiment, dashed line for 2-day experiment) and the Weibull-predicted survival curves with 200 cells are shown in red (solid line for 3-day experiment, dashed line for 2-day experiment).

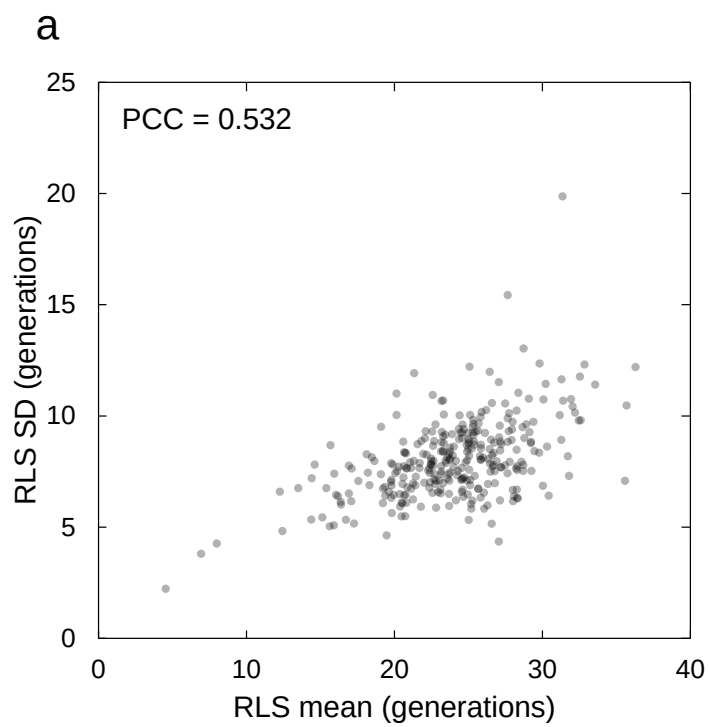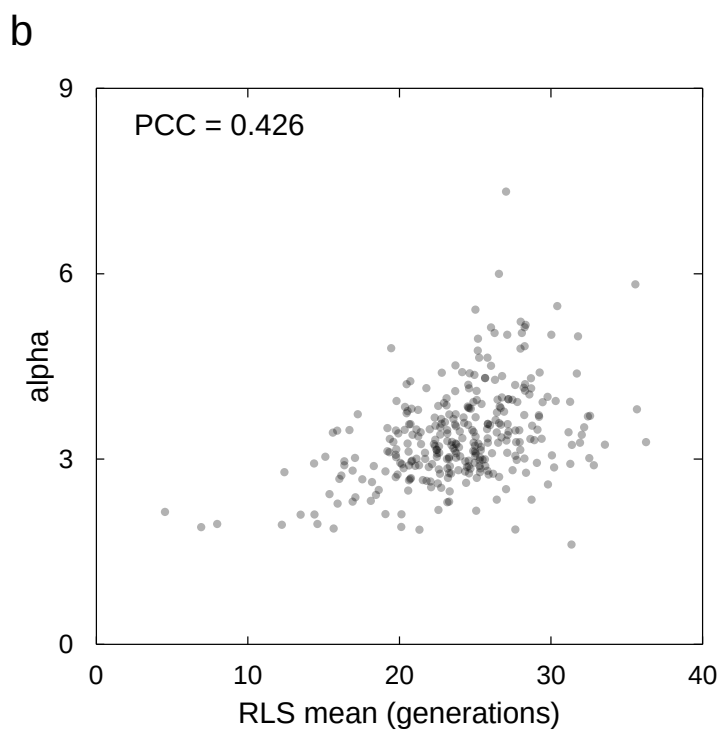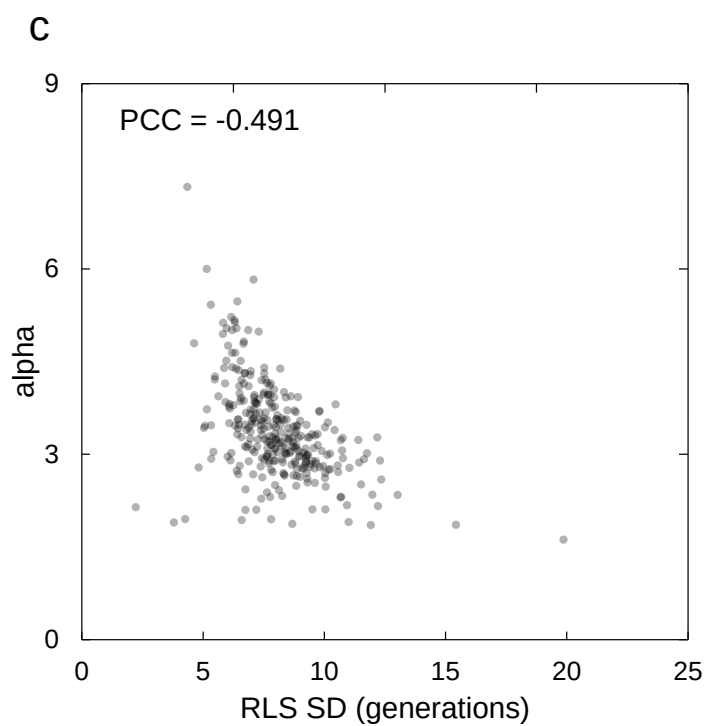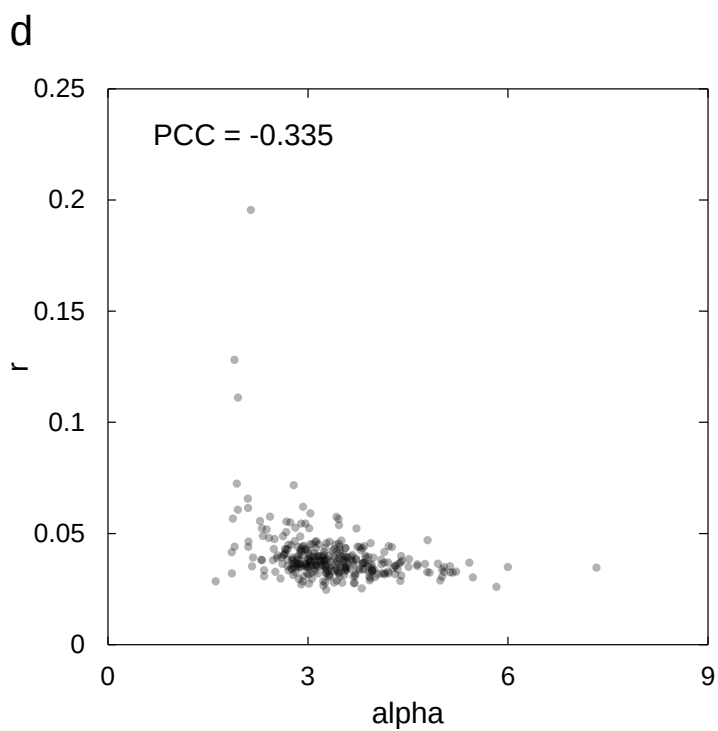

**Figure S2. Correlation across Weibull fitting parameters.** **A.** Scatterplot showing the mean RLS versus the SD of RLS for each strain analyzed. The Pearson's correlation coefficient (PCC) between the two variables is indicated. **B.** Scatterplot showing the mean RLS versus the alpha parameter value obtained after Weibull fitting for each strain analyzed. The Pearson's correlation coefficient (PCC) between the two variables is indicated. **C.** Scatterplot showing the SD of single-cell RLS values versus the alpha parameter value obtained after Weibull fitting for each strain analyzed. The Pearson's correlation coefficient (PCC) between the two variables is indicated. **D.** Scatterplot showing the alpha versus r parameter values obtained after Weibull fitting for each strain analyzed. The Pearson's correlation coefficient (PCC) between the two variables is indicated.

a

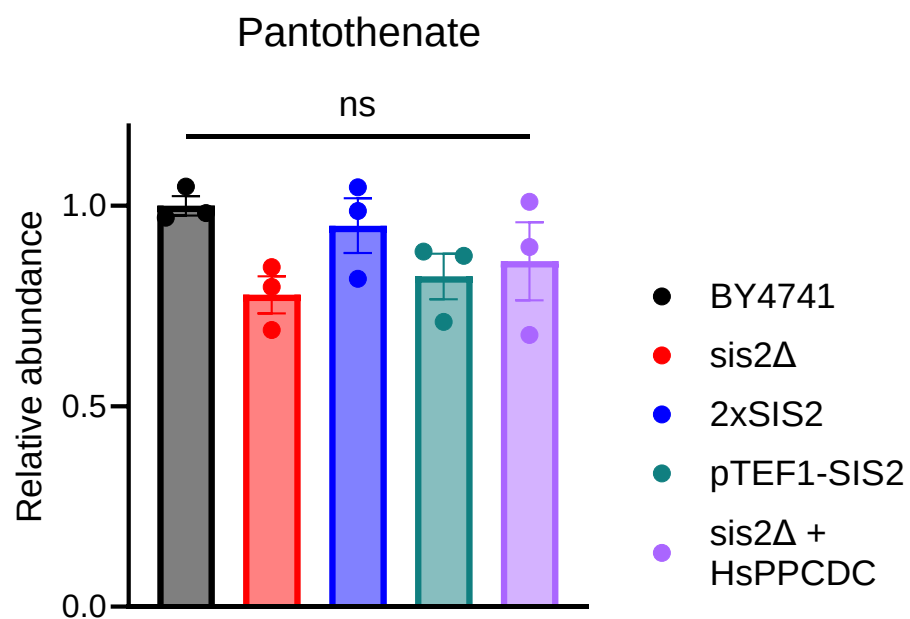

b

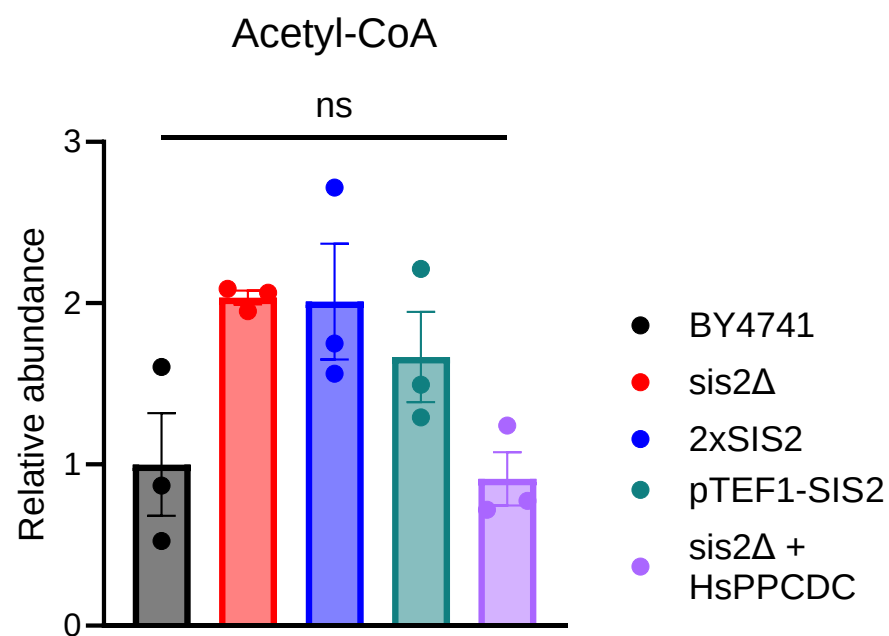

**Figure S3. Quantification of CoA-related metabolites. A-B.** Pantothenate (A) and acetyl-CoA (B) quantification by LC-MS/MS in the indicated strains: the wild-type strain BY4741, *sis2Δ* strain, double-dosage strain 2x*SIS2*, *pTEF1-SIS2* strain and *sis2Δ* strain complemented with the human variant of the PPCDC enzyme (HsPPCDC). Individual measurements are represented by dots, while the bar plots and error bars represent mean and SEM (N=3). Differences among the results from the five strains were tested for significance by the non-parametric Kruskal-Wallis test, followed by Dunn's pairwise comparison test comparing wild type data to each of the other strains' data (ns: not significant).

## **Description of Supplementary data files**

### **Supplementary Data 1. Validation of the experimental parameters used in the microfluidics-based aging experiments.**

Comparison of the benchmark data/methodology (5-day duration with 300 cells analyzed) for RLS determination with the 2- or 3-day experiments using 200 or 300 cells. Full lifespan data from 5 strains are shown for 300 cells (obtained from two replicates of 150 cells) tracked during aging over 5 days. Also shown are the survival data for the same strains whose cells were tracked during aging up to the second or third day of the benchmark experiments. A table summarizes the results. In the tabs showing the analyzed single-cell survival data, odd columns show each cell's age at the end of the experimental duration (two, three or five days) while even columns show their end state (0 = dead, 1 = alive).

### **Supplementary Data 2. Spreadsheet containing data related to the microfluidics-based aging experiments.**

Analyzed single-cell survival data from two replicates (a line separates the data of the two replicates), mean RLS (before fitting), median RLS (before fitting) and maximum RLS (before fitting) values for each strain, replicate-specific results from the Weibull fitting and full-lifespan prediction, strain-specific results from the Weibull fitting and full lifespan prediction (also showing the strains with extended CLS), comparison with results from other lifespan-measurement methods, RLS-ranked genes list and the output of the GOSlim analysis.

### **Supplementary Data 3. Experimental cell survival data collected from all gene-deleted yeast strains studied, together with their Weibull-predicted full survival curves.**

Each panel shows experimental cell survival data (red connected dots) collected from each gene-deleted strain; in each panel, the wild-type BY4741 strain's experimental survival data (black connected dots) is plotted for comparison purposes. Each panel also shows the Weibull-predicted full survival curve of a gene-deleted strain (red line) and the wild-type strain (black line). To generate each Weibull-predicted full survival curve, the experimental survival data of each strain were separately fit to the Weibull function, followed by the Weibull function's prediction of the full survival curve using the fitted parameter values.

### **Supplementary Data 4. Spreadsheet containing data related to the SIS2 characterization.**

Analyzed single cell survival data, strain-specific fitted data, and fluorescence cytometry data of EGFP-tagged strains.

**Supplementary Data 5. Spreadsheet containing RNA-seq related data obtained from the *sis2Δ* and wild-type strains.**

Limma-voom results, DEG data, and GSEA results from the DEG data.

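The sheets of this supplement hold the output of successive steps on the same RNA-seq counts. The limma-voom sheet gives, for each gene that passed the filter on low expression, the log2 fold change of *sis2Δ* over the wild type, the average log2 CPM, the moderated statistic, and the p-value before and after adjustment for the number of genes. The list of differentially expressed genes splits the genes past the threshold into repressed and induced, with *SIS2* at the head of the first column and YIL082W-A at the head of the other. The enrichment sheet gives for each gene set its size among the ranked genes, the number of leading-edge genes, which are those met before the running sum reaches its peak, the enrichment score and the score normalized for set size, with the p-value and false discovery rate of WebGestalt.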

**Supplementary Data 6. Spreadsheet containing the list of plasmids, yeast strains and oligos used in this study.**

**Supplementary Data 7. Zipped folder containing the MATLAB scripts used for Weibull fitting, full-lifespan predictions and survival curve plotting.**

**Supplementary Data 8. Spreadsheet containing metabolite data for the measured strains.**

Integrated intensities of the metabolites detected on the positive and negative modes of ionization, plus TIC normalization and relativization of the metabolites of interest, highlighted in bold.

**Supplementary Data 9. Consolidated yeast lifespan data collected from the literature.**

**Supplementary Data 10. Enriched Biological Processes associated with genes whose deletion led to lifespan extension.** Under each Gene Set category, we list the hit genes within that category, both with their standard and systematic names.

**Supplementary Data 11. canSAR druggability report of human genes that are orthologous to yeast and worm genes whose deletion or down-regulation extends lifespan.**

# Supplementary material for: Sis2 regulates yeast replicative lifespan in a dose-dependent manner
**Source:** Nat Commun. 2023 Nov 27;14:7719. doi: 10.1038/s41467-023-43233-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Validation of the experimental parameters used in the microfluidics-based aging experiments.

**File name:** Supplementary Data 2

**Description:** Data related to the microfluidics-based aging experiments.

**File name:** Supplementary Data 3

**Description:** Experimental cell survival data collected from all gene-deleted yeast strains studied, together with their Weibull-predicted full survival curves.

**File name:** Supplementary Data 4

**Description:** Data related to the SIS2 characterization. Analyzed single cell survival data, strain-specific fitted data, and fluorescence cytometry data of EGFP-tagged strains.

**File name:** Supplementary Data 5

**Description:** RNA-seq related data obtained from the *sis2Δ* and wild-type strains.

**File name:** Supplementary Data 6

**Description:** Spreadsheet containing the list of plasmids, yeast strains and oligos used in this study.

**File name:** Supplementary Data 7

**Description:** MATLAB scripts used for Weibull fitting, full-lifespan predictions and survival curve plotting.

**File name:** Supplementary Data 8

**Description:** Metabolite data for the measured strains. Integrated intensities of the metabolites detected on the positive and negative modes of ionization, plus TIC normalization and relativization of the metabolites of interest, highlighted in bold.

**File name:** Supplementary Data 9.

**Description:** Consolidated yeast lifespan data collected from the literature.

**File name:** Supplementary Data 10

**Description:** Enriched Biological Processes associated with genes whose deletion led to lifespan extension. Under each Gene Set category, we list the hit genes within that category, both with their standard and systematic names.

**File name:** Supplementary Data 11

canSAR druggability report of human genes that are orthologous to yeast and worm genes whose deletion or down-regulation extends lifespan.

# Supplementary material for: Sis2 regulates yeast replicative lifespan in a dose-dependent manner
**Source:** Nat Commun. 2023 Nov 27;14:7719. doi: 10.1038/s41467-023-43233-y
**Supplement:** Supplementary file 14 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For microscopy data collection, NIKON's Elements software was used. For flow-cytometry data collection, FACSVerse software (integrated to the flow cytometry instrument) was used. |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

Supplementary Data file 7 contains a Zipped Folder containing the MATLAB scripts used for Weibull fitting, full-lifespan predictions and survival curve plotting.

Other data analysis softwares used and their usage context are as follows. Using NIKON's Elements software, mother cells were analyzed for the total number of daughter-production events by starting from their first generation until the end of each RLS experiment. We mapped the top-ranking genes (whose deletion extended lifespan the most based on our RLS measurements) with biological processes using the GOSlim tool hosted on SGD (yeastgenome.org/goSlimMapper), selecting all terms of the 'Yeast GO-Slim: process' GO set. Orthologous genes across *S. cerevisiae*, *C. elegans*, *M. musculus* and *H. sapiens* were identified by manual systematic checking of each gene of interest on the Alliance of Genome Resources website (alliancegenome.org). We examined the druggability of the human ortholog proteins by using the canSAR Protein Annotation Tool (cansarblack.icr.ac.uk/cpat, Halling-Brown et al., 2012), using the default parameter configuration. For flow cytometry data, raw data were converted to CSV files with FCSExtract 1.02 (Earl F. Glynn, Stowers Institute), and then custom analyses were performed on spreadsheets. For the intracellular metabolite quantifications, detected metabolites with a clean peak matching their expected retention time for these conditions were quantified by integrating their peak intensities using Analyst 1.7.2 software. For RNA-seq data processing and analysis, low quality reads and adaptor sequences were removed by Cutadapt (v3.7); reads were mapped to the reference genome (*Saccharomyces cerevisiae* genome assembly R64, sacCer3) with RNA STAR (v2.7.8a); read counts per gene were summarized with featureCounts (v2.0.1); differentially expressed genes (DEG) on the *sis2Δ* strain vs the BY4741 wild type strain were identified using limma (v3.48.0). The list of DEG (in the form of their corresponding SGDID) as well as their log2(fold-change) were used as input for Gene Set Enrichment Analysis (GSEA) using the WebGestalt online platform (webgestalt.org).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data were deposited to the GEO database with the accession number GSE205228 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205228>]. The source data used for producing the figures are provided in the relevant Supplementary Data files.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

We used sample sizes based on previous (PMID: 26456818, PMID: 29399632) and current (see Figure S1 of the current paper) validation experiments for determining sample sizes for robust results.

Data exclusions

No data were excluded.

Replication

We show reproducibility of our results in the relevant plots of the manuscript.

Randomization

We opted not to perform randomization.

Blinding

To prevent the potential introduction of inadvertent errors during the blinding/non-blinding steps, we opted not to perform blinding.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

All experiments were conducted using *S. cerevisiae* BY4741 haploid strain background. Yeast MATa Knockout Collection (library) containing haploid yeast strains deleted in non-essential genes was purchased from GE Dharmacon. For custom constructed strains, the "Yeast strains used, plasmid and strain construction" section of the Methods section provides full information about all yeast strains constructed for this study.

Authentication

Each library strain was verified for the correctness of its specific gene deletion by PCR using primers upstream of the deleted gene in the yeast genome and in the KanMX gene-deletion cassette. For custom constructed strains, the "Yeast strains used, plasmid and strain construction" section of the Methods section provides full information about authentication/check of all yeast strains constructed for this study.

Mycoplasma contamination

n/a

Commonly misidentified lines  
(See [ICLAC](#) register)

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Described in a subsection of the Methods section.

Instrument

FACSVerse (Beckton Dickinson)

Software

FACSVerse software that comes with the instrument as well as FCSExtract 1.02 (Earl F. Glynn, Stowers Institute).

Cell population abundance

Described in a subsection of the Methods section.

Gating strategy

Described in a subsection of the Methods section.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

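RNA-seq libraries of 2 wild-type BY4741 cultures and 2 *sis2Δ* cultures, replicates A and B of each strain, were compared. The authors trimmed the reads with Cutadapt 3.7 (minimum length 20 bases, quality cutoff 20), mapped them to the R64 genome with RNA STAR 2.7.8a and counted them on genes with featureCounts 2.0.1 as reverse-stranded. They deposited the resulting counts for 6692 genes without normalization. The paper's text does not name the gene annotation, the handling of reads that map to several places or whether a pair was counted once. The authors also deposited the log2 fold change and mean log2 CPM of each gene from their limma-voom fit (limma 3.48.0), and the p-values of that fit before and after Benjamini-Hochberg adjustment. Values copied from that table are named as the authors', and not every gene of it is reported here.

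Strain and replicate letter were taken from the sample labels and the methods. One *sis2Δ* label ends in a Greek letter that was read as B. The labels were checked against the counts of *SIS2* and against the markers deleted in BY4741: *URA3* and *MET17* had 0 counts in all 4 libraries, and *LEU2* had 0 counts in 3 of them and 1 in *sis2Δ* B. *HIS3*, which carries the allele *his3Δ1* in this strain, had between 704 and 924 counts in each library, so its counts do not check the labels. The replicate letters shared by the strains come from the labels, and the paper describes the cultures as independent. Between 19001619 and 28069619 counts per library lay on genes. At this depth 3 counts, the smallest level taken as measured, correspond to between 0.11 and 0.159 CPM. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

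The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 0.5 CPM in at least 2 libraries were kept, following the paper's minimum, for which the text does not give the number of libraries. Libraries were scaled by TMM and compared by edgeR's quasi-likelihood test (the current form, not the legacy form) with Benjamini-Hochberg adjustment at 0.05. Standard errors are those of the log2 fold change under that test. Normalized levels are CPM scaled by TMM. Where a library was left out, 1 library remained in a strain, so a log2 fold change was computed with the dispersion of the full fit and no p-value was computed. Enrichment scores were computed with weight 1 from the list in Supplementary Data 5 without *SIS2* and YIL082W-A, against 100000 random sets. Lists of genes were tested by camera on log2 CPM (prior count 2) with an inter-gene correlation of 0.01, and adjusted over 10 lists. The cell-cycle list and the other lists were written before the counts were examined, but the others were chosen after reading the genes in Supplementary Data 5, so their tests are not independent of that table.

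The genes given by name were set before the data were examined: those the paper names or marks for the RNA-seq, leading-edge genes of Supplementary Data 5, genes of coenzyme A synthesis and of the PPZ phosphatases, the genes next to *SIS2*, the 5 largest rises and 5 largest falls past the threshold with separated libraries, and called members of the lists. Others are said to have been chosen later. Each result was recomputed with limma-voom, DESeq2, median-ratio size factors, library size alone, no filter beyond 1 count, at least 10 counts in every library, the replicate letter as a block, the legacy quasi-likelihood fit, and each replicate left out, as far as each applies.

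The fits were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 of 5940 genes changed. The edgeR fit recovered 98.5% of the changed genes with 4 false calls, limma-voom recovered 98.5% and DESeq2 97%. Every simulated change had a log2 fold change of at least 1 in size. The recovery therefore does not cover smaller changes, such as those of *CLN1*, *CLN2*, *PCL2* and *MCM1*. Of 200 random lists without change, camera gave 6 a p under 0.05. The simulated genes were drawn independently of each other, so these lists do not test the inter-gene correlation of 0.01. Coordinates and gene symbols come from the RefSeq annotation of R64, the build the authors mapped to, in which 6008 of the 6692 gene identifiers were found. Identity between copies was computed by aligning coding sequences, and the windows shared with other places of the genome were counted at the read length of 100 bases.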

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

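The lists and genes below are not discussed in the paper's results and differed between *sis2Δ* and the wild type. Apart from the lists themselves, all tests in this part were chosen after the results were seen. The mating, iron, drug efflux and phosphate lists were chosen after reading the genes in Supplementary Data 5, which were called on these same counts. Their camera p-values are therefore not independent of those calls. Fig. 5d of the paper does plot related categories, among them cell-cell fusion and transposition.

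Genes of mating were higher in *sis2Δ*. The median log2 fold change was 0.44 for 20 pheromone-induced genes (18 higher; 10 with an adjusted p under 0.05 in edgeR's test), 0.46 for 8 a-specific genes (8 higher, 4 called) and 0.89 for the 3 tested α-specific genes (3 higher, 2 called). The camera adjusted p was 9.28e-09, 1.26e-05 and 0.00144. With library size alone in place of TMM the medians were 0.49, 0.51 and 0.95. After a fit of the log2 fold change on GC content and gene length they were 0.47, 0.47 and 0.89. In the pair of libraries where each median came closest to 0 it was 0.29, 0.40 and 0.78. A few cells of the opposite mating type in the *sis2Δ* cultures are another candidate source. *STE3*, which such cells express, had a log2 fold change of 0.30 (adjusted p = 0.322), and *MATALPHA1* had 0 counts in all 4 libraries. Whether reads of *MATALPHA1* also match another place in the genome was not checked. Reads that match several places may not have been counted, so the 0 does not speak against such cells. The level of these genes in pure *MATα* cells was not measured here. The shift of the α-specific and pheromone-induced lists therefore cannot be told apart from a small share of such cells. Transcripts of such cells would not raise a-specific genes, yet all 8 were higher, with a median of 0.40 in the pair of libraries closest to 0. This argues against those transcripts as the source for the a-specific list. A response of the other cells to such cells was not tested.

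Genes of the iron regulon were lower, with a median log2 fold change of -0.50 over 26 genes, of which 24 were lower and 14 were called (camera adjusted p = 3.36e-15). *FIT3* (-2.21), *SIT1* (-2.02) and *TIS11* (-1.78) are among them. The median was -0.45 with library size alone, -0.53 after the fit on GC content and length, and -0.43 in the pair of libraries closest to 0. *DRE2*, next to *SIS2*, encodes a factor of iron-sulfur cluster assembly, and a disturbed neighbour is a candidate cause. *DRE2* was not called (log2 fold change -0.05, standard error 0.10, adjusted p = 0.821), so no large change of it was seen. A change too small to be called cannot be told apart from none, and whether it could lower these genes was not tested. The transcript of the regulator *AFT1* was not called lower either (log2 fold change -0.18, adjusted p = 0.452), which leaves a small fall open as well, and the transcript does not show the activity of the protein.

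Genes of drug efflux were lower, with a median log2 fold change of -0.69 over 13 genes, of which 12 were lower and 7 were called (camera adjusted p = 1.69e-10). *RSB1* (-2.52), *PDR5* (-2.25) and *PDR15* (-1.69) fell most. The median was -0.63 with library size alone, -0.68 after the fit on GC content and length and -0.57 in the pair closest to 0. The transcript of the regulator *PDR1* was not called lower (log2 fold change -0.25, adjusted p = 0.205), but a small fall of *PDR1* cannot be told apart from no change at this spread between replicates. Its paralog *PDR3*, also a regulator of these genes and itself in the list, was called lower (log2 fold change -0.69, adjusted p = 0.00288, called in 8 of the 8 alternatives), and whether its fall contributes to that of the others was not tested.

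Genes of the phosphate regulon were higher, with a median log2 fold change of 0.31 over 15 genes (camera adjusted p = 0.00144). Of these, 13 were higher, 6 were called higher and *PHO89* was called lower (-1.41). *PHO5*, *PHO12*, *GIT1* and *PHM8* were called in all 8 alternatives, *PHM6* in 6 and *PHO84* in 4. In the authors' deposited table *PHM6* and *PHO84* have an adjusted p of 0.057 and 0.0615. The median of the list was 0.36 with library size alone and 0.28 after the fit on GC content and length. It was 0.10 in the pair of libraries closest to 0, so single libraries carry part of this shift. Without *PHO5* it was 0.23, though 1 gene can hardly move a median of 15, and the camera adjusted p without *PHO5* was 0.0083 over the 4 lists tested later. *PHO12* shares 75.2% of its read-length windows with another place in the genome, and its reads are uncertain. *PHO11*, which is 99.72% identical to it, had a log2 fold change of -0.35 (adjusted p = 0.0985 in edgeR's test, 0.0252 to 0.242 over the alternatives). *PHO12* rose from a mean of 138.4 CPM in the wild type to 198.7 CPM in *sis2Δ*, while *PHO11* fell from 66.86 to 52.53 CPM. The fall of *PHO11* was smaller than the rise of *PHO12*. This argues against moved reads as the only source of the rise, unless *PHO11* itself rose. Whether moved reads make up a part of the rise cannot be told.

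The medians of these 6 lists kept their sign with median-ratio size factors, library size alone, limma-voom and DESeq2. All of them, and the cell-cycle list, may be affected by a difference in growth state between the cultures. The 132 ribosomal protein genes, which follow growth rate, had a median log2 fold change of -0.18, with 120 lower and 0 called alone (5 at an unadjusted p under 0.05). The camera adjusted p was 8.22e-06 over the 4 lists tested later, at the fixed inter-gene correlation of 0.01, which was not estimated for this list. The median of the ribosomal protein genes ranged from -0.44 to 0.056 over the 4 pairs of libraries. It was clearly low only in the pairs with *sis2Δ* A, so a single library may carry this shift. In the pair where these genes were highest, *sis2Δ* B over wild type A, the median was 0.78 for the α-specific, 0.52 for the a-specific, 0.29 for the pheromone-induced, -0.47 for the iron, 0.23 for the phosphate and -0.82 for the drug efflux list. A fall of ribosomal protein genes therefore did not accompany these 6 shifts in that pair. The cell-cycle list was at 0.044 there. In *sis2Δ* B over wild type B, where the ribosomal protein genes were at -0.036, it was at 0.12. In *sis2Δ* A over wild type A and over wild type B, where they were at -0.36 and -0.44, it was at 0.12 and 0.13. The 4 pairs share libraries and do not settle whether growth state contributed, so the shift of the cell-cycle list cannot be told apart from a difference in growth state. A difference in growth that ribosomal protein genes do not show was not tested. When the correlation between genes was estimated from the 4 libraries, none of the 7 lists passed the camera threshold (adjusted p from 0.126 to 0.325), but that setting leaves the test only 2 degrees of freedom. With the estimated correlations used as fixed values, a setting chosen after seeing the data, 6 of the 7 lists passed (adjusted p from 2.33e-11 to 0.122), and the phosphate list did not. For the α-specific and drug efflux lists the estimates were negative (-0.468 and -0.00761) and 0 was used in their place, which is more lenient than 0.01. Under the other alternatives the adjusted p lay between 1.87e-18 and 0.0119.

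YIL082W-A, which the paper set aside as an outlier, was at least 350.6-fold higher in *sis2Δ*. If reads had moved from the other Ty3 copy, that copy would be lower, but YGR109W-B had a log2 fold change of 0.44. A rise of both copies cannot be ruled out, since the adjusted p of YGR109W-B was 0.156 and ran from 0.0114 to 0.191 over the alternatives. A Ty3 copy present in one strain only also remains: no wild-type library had more than 2 counts, which a missing copy and a silent copy would both give, so the rise cannot be told apart from either explanation by RNA counts.

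YKR073C, upstream of *SIS2*, had a log2 fold change of -3.58. An effect of the deletion on the whole region would also move *DRE2* and *AIM29*, and neither was called (the lower of their adjusted p-values was 0.821), which leaves a small effect open. Reads of *SIS2* transcripts that reach into YKR073C could give the same fall. There were 1.75 and 0.906 counts on YKR073C per 100 counts on *SIS2* in wild-type libraries A and B, which differ by more than counting noise (Fisher's exact test, two-sided p = 0.00761). Libraries of one strain differ by more than counting noise in general, however, and 12.5% of 311 genes of similar count gave a p as small against *SIS2*. The fall therefore cannot be told apart from that explanation. The counts on YKR073C in *sis2Δ*, 3 and 4, stand beside 6 and 9 on *SIS2* and are too many for either ratio.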

How the results depend on the processing

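The number of called genes depended on the processing more than the named genes did. With library size alone 127 genes were lower, against 200 with TMM, and the median log2 fold change of all genes moved from -0.0050 to 0.049. With a log2 fold change of at least 1 also required, 44 were lower and 25 higher. With the replicate letter as a block, 380 were lower and 408 higher, and they included all 362 genes called without it. Libraries with the same letter deviated from their strain means with a correlation of 0.0719 across genes (0.0391, 0.15, 0.133 and 0.12 in 4 groups of genes from low to high expression). A crossed replicate block, chosen after seeing the data, which pairs wild type A with *sis2Δ* B, gave 290 lower and 284 higher genes. The prior degrees of freedom that edgeR estimated were 10.3 without a block and infinite with either pairing, so the added calls do not by themselves show that the letters pair the cultures. Under limma-voom, DESeq2, median-ratio size factors, no filter, at least 10 counts in every library and the legacy fit, both counts stayed within 1.5 times the main ones (155 to 211 lower, 144 to 202 higher).

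*SIS2*, *PHO5*, *CLN1*, *CLN2*, *PCL1*, *PCL2* and *MCM1* kept their direction and their call under every alternative with a test that could be applied to them. Across the 4 fits that each left out one replicate, the log2 fold change of *PHO5* ran from 1.97 to 2.28, that of *CLN2* from 0.54 to 0.89 and that of *MCM1* from 0.35 to 1.01. The rank of *PHO5* among the higher genes was 2, and it was 3 with limma-voom, where Q0070 was called, and 1 with at least 10 counts in every library, a filter that removes YIL082W-A. The enrichment score ran from 0.618 to 0.685 for the KEGG genes and from 0.598 to 0.617 for the phase transition genes across the fits without one replicate. With all tested genes ranked, the scores were 0.942 and 0.938, which the choice of set members from called genes fixes in advance.

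With the inter-gene correlation estimated, 7 lists no longer passed the threshold, in a setting that leaves 2 degrees of freedom. Their medians, which this setting cannot change, are 0.10 (cell cycle, adjusted p = 0.238), 0.89 (α-specific, 0.159), 0.46 (a-specific, 0.147), 0.44 (pheromone-induced, 0.147), -0.50 (iron, 0.126), 0.31 (phosphate, 0.325) and -0.69 (drug efflux, 0.126). With the estimated correlation (0 where negative) used as a fixed value, chosen after seeing the data, the phosphate list (0.31, adjusted p = 0.122) no longer passed and the other 6 did. With library size alone, the replicate letter as a block or the genes the paper names left out, their adjusted p was at most 0.0119. The median of the coenzyme A and PPZ list ran from -0.14 to -0.056 across the fits without one replicate.

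With all libraries kept, 4 of the named genes changed sign, each with a log2 fold change between -0.05 and 0 with TMM. *PPZ2* (-0.0020 with TMM) was at 0.0013 with limma-voom, 0.0127 with DESeq2, 0.0126 with median-ratio size factors, 0.0508 with library size alone, 0.0154 without a filter and 0.002 with the block. With library size alone, *PAN5* was at 0.0295, *DRE2* at 0.0058 and *AIM29* at 0.0244. With a replicate left out, *PPZ2*, *PAN5*, *AIM29*, *CAB5* (up to 0.029), *AFT1* (-0.34 to 0.025), *PHO4* (-0.13 to 0.19) and the mating-type locus list (-0.40 to 0.10) also changed sign. Among the other 75 named results, 591 comparisons gave 23 weaker and 2 stronger results besides the 9 reversed ones, and 51 values moved by more than the replicate spread when a replicate was left out. With library size alone the median log2 fold change of all genes moved from -0.005 to 0.049. The 4 genes reversed under that setting moved up by a similar amount, so a shift shared by all genes accounts for those signs. The cause of the other changes was not tested. With 2 libraries per strain no single gene can be tested without a model shared across genes.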

Differences from the paper's values

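For every measure set beside a value of the paper, the value here differed by no more than the replicate error or by less than 1.5 times. For the counts of genes, 362 were called here against the paper's 338, 200 against the paper's 192 lower genes and 162 against the paper's 146 higher genes. Of the alternatives set before the data were examined, the replicate block gave 788 genes in all (380 lower and 408 higher), and library size alone gave 127 lower genes, each more than 1.5 times away from the paper's. limma-voom, also set before the data were examined, called all 340 genes past the threshold in the authors' deposited table, among them the 6 genes of Supplementary Data 5 that edgeR's test did not call (YGL262W, *GTO3*, *HXT2*, *ZNF1*, *MRPL1* and Q0070, named after their values were seen). Of these 6, DESeq2, median-ratio size factors and the legacy fit each called 2, library size alone called 1, and the replicate block called 3. The crossed replicate block and limma-voom with robust empirical Bayes, both chosen after seeing the values, called 3 and 6. Ranked by limma-voom's log2 fold change, the enrichment score of the KEGG genes was 0.648, the paper's value to 3 digits, and it was also 0.648 without *sis2Δ* replicate A. limma-voom with robust empirical Bayes, chosen after seeing the values, gave 193 lower and 147 higher genes, the numbers in the authors' deposited table, which are 1 lower and 1 higher gene above the paper's.

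The paper calls *PHO5* the most differentially expressed gene in *sis2Δ*. Here *PHO5* came at rank 2 among the higher genes, behind YIL082W-A, and at rank 1 once the genes the paper set aside were left out. It had rank 1 with at least 10 counts in every library and rank 3 with limma-voom. With both directions ranked together and *SIS2* and YIL082W-A left out, it came at rank 9 by the size of the log2 fold change.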

Other observations

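The tests in this part, apart from the coenzyme A list, were chosen after the results were seen.

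The paper describes Mcm1 as an activator of the *CLB2* cluster, and a rise of *MCM1* might raise that cluster. For 13 genes of the cluster, the median log2 fold change was 0.24, 11 were higher, and 0 had an adjusted p under 0.05 by itself (6 at an unadjusted p under 0.05). The camera adjusted p was 0.00147 over the 4 lists tested later. The median was 0.30 with library size alone and ran from 0.10 to 0.31 over the 4 pairs of libraries. The shift is in line with the hypothesis, and it was smallest, 0.10, in the pair of libraries where the ribosomal protein genes were highest. In *sis2Δ* B over wild type B, where those genes were at -0.036, it was 0.18, against 0.20 and 0.31 in *sis2Δ* A over wild type A and B, where they were at -0.36 and -0.44. The ribosomal protein genes shifted as a list (camera adjusted p = 8.22e-06), but these pairs do not settle whether growth state contributed to the shift of the cluster.

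*TEC1*, which the annotation links to filamentation genes and Ty1 expression, had a log2 fold change of 0.43 (standard error 0.12, adjusted p = 0.049 in edgeR's test, 0.00219 to 0.0585 over the alternatives). A rise of Ty1 genes with *TEC1* is a possible explanation for the transposition category in Fig. 5d. The 32 tested Ty1 genes had a median log2 fold change of 0.39, with 27 higher and 6 called (camera adjusted p = 5.28e-07). Copies of Ty1 share most of their sequence, so these genes are not separate measurements, and the rise cannot be told apart from that of a few copies.

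*ENA1*, chosen after its values were seen, was lower in *sis2Δ*, with a log2 fold change of -0.99 (standard error 0.15, adjusted p = 0.00157; 7.41e-09 to 0.00403 over the alternatives). Its copies in tandem are nearly identical, and 85.2% of the read-length windows of *ENA1* occur elsewhere in the genome, so the fall of *ENA1* cannot be told apart from a change in reads shared with *ENA2* and *ENA5*. *ENA5* had a log2 fold change of -0.25 (adjusted p = 0.317).

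*PHO5* might have gained reads that belong to *PHO3*. *PHO3* was not lower (log2 fold change 0.32), which goes against a transfer of reads. The transcript of the regulator *PHO4* had a log2 fold change of 0.0013 (adjusted p = 0.998).

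The genes of coenzyme A synthesis and of the PPZ phosphatases, written down before the data were examined, did not shift as a list: the median log2 fold change was -0.07 over 13 genes (camera adjusted p = 0.366). *VHS3*, the paralog of *SIS2*, had a log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.223), *CAB3* of 0.34 (standard error 0.12, adjusted p = 0.133), *CAB2* of -0.34 (standard error 0.11, adjusted p = 0.0994) and *PPZ1* of -0.27 (standard error 0.10, adjusted p = 0.164). *CAB3* and *CAB2* were each called in 1 of the 8 alternatives, that with the replicate letter as a block. Over the alternatives, the adjusted p of *CAB3* ran from 0.0291 with the block to 0.143, and that of *CAB2* from 0.0231 with the block to 0.222. *FMS1* had -0.40 (standard error 0.11, adjusted p = 0.0474) and was called in 5 of the 8 alternatives (adjusted p from 0.00608 with the block to 0.149).

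Over 562 Gene Ontology terms with 10 to 100 tested genes, 31 had a camera adjusted p under 0.05, of which 19 were higher and 12 lower. The strongest was mitochondrial translation, with 93 genes and a median log2 fold change of -0.26 (adjusted p = 2.15e-11). Regulators of cyclin-dependent kinases, 22 genes, had a median of 0.29 (adjusted p = 5.71e-05). When camera estimated the correlation between genes from the 4 libraries, 0 terms passed, with 3 at an unadjusted p under 0.05 (adjusted p = 0.945 for the terms named here), in a setting that leaves 2 degrees of freedom.

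The 4 libraries can be split into pairs in 3 ways. The split by strain gave 362 calls and 1253 genes with an unadjusted p under 0.05. The split by replicate letter gave 0 calls and 39 genes with an unadjusted p under 0.05, and the remaining split gave 0 calls and 34. The split by letter keeps libraries of the same letter together, and the other two part them. So 1 of the 3 splits gave as many calls, and 3 splits are too few to show that a grouping by chance would rarely do so.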
